# Targeting GRPR for sex hormone-dependent cancer after loss of E-cadherin

**DOI:** 10.1038/s41586-025-09111-x

**Published:** 2025-06-11

**Authors:** Jérémy H. Raymond, Zackie Aktary, Marie Pouteaux, Valérie Petit, Flavie Luciani, Maria Wehbe, Patrick Gizzi, Claire Bourban, Didier Decaudin, Fariba Nemati, Igor Martianov, Irwin Davidson, Catherine-Laure Tomasetto, Richard M. White, Florence Mahuteau-Betzer, Béatrice Vergier, Lionel Larue, Véronique Delmas

**Keywords:** Melanoma, Transcription

## Abstract

Sex inequalities in cancer are well documented, but the current limited understanding is hindering advances in precision medicine and therapies^1^. Consideration of ethnicity, age and sex is essential for the management of cancer patients because they underlie important differences in both incidence and response to treatment^2,3^. Age-related hormone production, which is a consistent divergence between the sexes, is underestimated in cancers that are not recognized as being hormone dependent^4–6^. Here, we show that premenopausal women have increased vulnerability to cancers, and we identify the cell–cell adhesion molecule E-cadherin as a crucial component in the oestrogen response in various cancers, including melanoma. In a mouse model of melanoma, we discovered an oestrogen-sensitizing pathway connecting E-cadherin, β-catenin, oestrogen receptor-α and GRPR that promotes melanoma aggressiveness in women. Inhibiting this pathway by targeting GRPR or oestrogen receptor-α reduces metastasis in mice, indicating its therapeutic potential. Our study introduces a concept linking hormone sensitivity and tumour phenotype in which hormones affect cell phenotype and aggressiveness. We have identified an integrated pro-tumour pathway in women and propose that targeting a G-protein-coupled receptor with drugs not commonly used for cancer treatment could be more effective in treating E-cadherin-dependent cancers in women. This study emphasizes the importance of sex-specific factors in cancer management and offers hope of improving outcomes in various cancers.

## Abstract (web summary)

A study finding an oestrogen-sensing signalling pathway that promotes melanoma metastasis only in female mice emphasizes the importance of recognizing sex-specific factors in cancer management.

## Main

Cancer, which is one of the leading causes of premature mortality in humans, is known to have multiple risk factors. Some of these factors are intrinsic to the tumour or cell of origin, but many are extrinsic, originating from the tumour environment or individual behaviour. Sex and age have various effects on tissue and tumour exposure in cancer biology, but their role and, most importantly, their interactions remain poorly understood. Epidemiological data have revealed numerous sex differences in the incidence of various cancers in non-reproductive organs, although the role of sex hormones is sometimes suspected but little studied^1,6,7^. Understanding these sex- and age-related dynamics is essential for improving prevention and treatment strategies.

## E-cadherin as an oestrogen regulator

Despite men having an overall higher cancer risk than women, our sex- and age-stratified analysis of global epidemiological data reveals a higher risk of cancer incidence among premenopausal women (Fig. 1a and Extended Data Fig. 1a). Of 24 cancer types analysed, 13 showed a significant female bias during this period (*P* = 0.0248; Extended Data Fig. 1a–f and Supplementary Table 1), with malignant melanoma being the most prominent (Fig. 1b and Extended Data Fig. 1c). Melanoma occurs most frequently in pregnant women and those exposed to high oestrogen levels during puberty^8–10^. This coincides with peak oestradiol levels in young women, whereas testosterone remains stable across ages, underscoring the potential role of oestrogen in initiating cancer (Fig. 1c and Extended Data Fig. 1g).

**Fig. 1:**
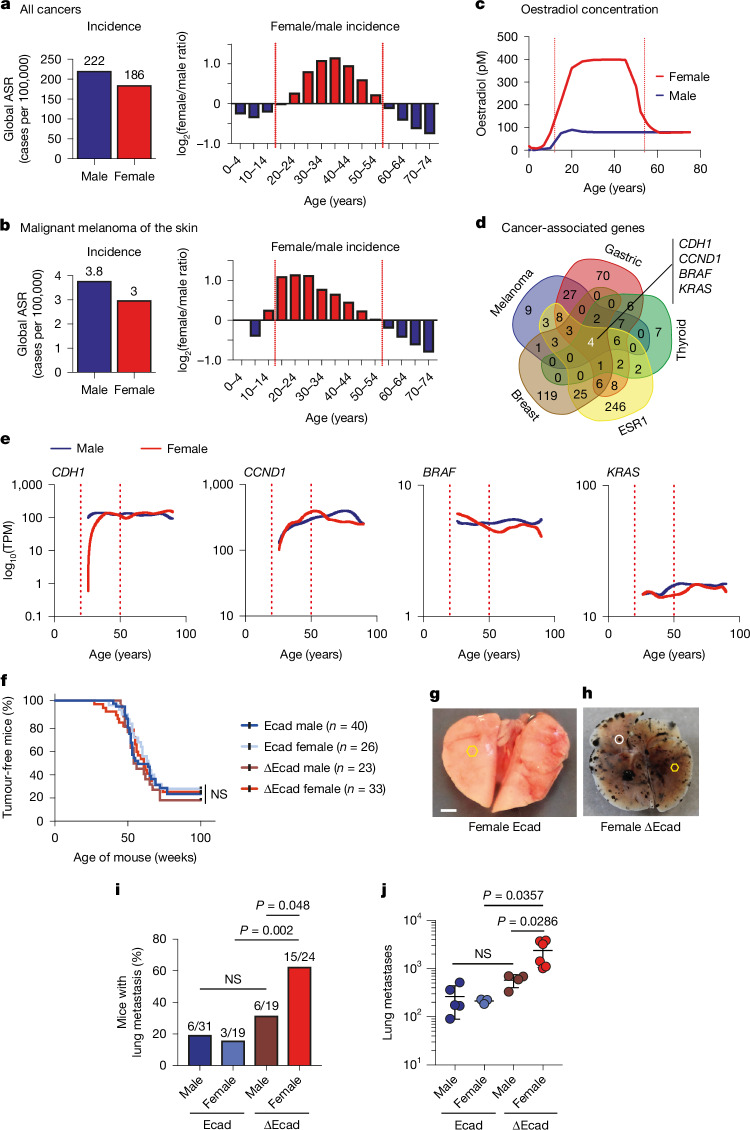
E-cadherin is a crucial hub in oestrogen-mediated cancer responses with sex-dependent effects on melanoma metastasis. **a**,**b**, Incidence ratios (women/men) for all cancers (**a**) and malignant melanoma of the skin (**b**) across different age groups, depicted as age-standardized rates (ASR). Data sourced from GLOBOCAN 2020 (ref. ^6^). **c**, Plasmatic oestradiol concentration stratified by age and sex. **d**, Venn diagram highlighting the overlap between genes associated with cancer, demonstrating a peak in incidence in women aged 15–55 (with melanoma, breast cancer, thyroid cancer and gastric cancer) and genes associated with *ESR1*. The four indicated genes are at the intersection of all five categories. **e**, Expression of *CDH1*, *CCND1*, *BRAF* and *KRAS* in human melanoma (TCGA database) stratified by sex and age. TPM, transcripts per million reads. **f**, Kaplan–Meier survival curves for melanoma-free mice categorized by E-cadherin status and sex; *n* is the number of mice per condition. No significant differences were observed by log-rank analysis. **g**,**h**, Representative lung images from female mice with primary melanoma for Ecad (**g**) or mutated Ecad (**h**). Yellow hexagons, micro-metastases; white circles, macro-metastases; scale bar, 2 mm; **g** and **h** are at the same scale. **i**, Frequency of lung metastasis in mice categorized by Ecad and sex status. **j**, Metastasis quantification based on Ecad and sex status. Significance was assessed by chi-square test for metastasis proportions and two-sided Mann–Whitney test adjusted for multiple testing by the Benjamini–Hochberg method for metastasis counts. NS, not significant. Source data

Genes central to the main female-biased cancers (melanoma, gastric and thyroid), breast cancer and *ESR1,* which encodes oestrogen receptor-α (ERα), include *CDH1* (which encodes E-cadherin), *CCND1* (cyclin D1), *BRAF* and *KRAS* (Fig. 1d and Supplementary Table 2). Of these, only *CDH1* mRNA levels were lower in young women than in men or older women (Fig. 1e), indicating that reduced *CDH1* expression could increase oestrogen-driven cancer susceptibility, particularly in melanoma.

## E-cadherin loss drives sex-biased metastasis

To investigate the role of E-cadherin in female-biased melanoma, we developed a melanoma mouse model with conditional *Cdh1* deletion in melanocytes (*Tyr::CreA*/°; *Cdh1*^*F*/*F*^). No melanoma developed within two years, indicating that *Cdh1* loss alone is insufficient for tumour initiation. To induce melanoma, we combined *Cdh1* loss with the NRAS(Q61K) mutation using the *Tyr::NRAS*^*Q61K*/°^; *Cdkn2a*^*+*/−^ model^11^. We chose *NRAS* over *BRAF* because there is more frequent *CDH1* downregulation in *NRAS*-mutant melanomas and a lack of targeted therapies for *NRAS*-mutated cases (Extended Data Fig. 1h).

We monitored melanoma development in *Tyr::NRAS*^*Q61K*/°^;*Cdkn2a*^+/−^*;*°/°*;Cdh1*^*F*/*F*^ (Ecad) and *Tyr::NRAS*^*Q61K*/°^;*Cdkn2a*^*+*/−^;*Tyr::CreA*/°;*Cdh1*^*F*/*F*^ (∆Ecad) mice. *Cdh1* loss did not affect melanoma onset, primary tumour count or penetrance (Fig. 1f). However, lung metastasis was significantly higher in female ∆Ecad mice: 63% (15 of 24) had metastases compared with 16% (3 of 19) of Ecad female mice (Fig. 1g–i). Both micro- and macro-metastases were more frequent in female ∆Ecad mice compared with other groups (Fig. 1j and Extended Data Fig. 1i,j). These findings indicate that *Cdh1* loss enhances melanoma metastasis in a sex-dependent manner, particularly affecting female mice.

## Ecad loss upregulates *GRPR* expression

RNA-seq analysis of eight primary tumours per genotype and sex revealed a marked upregulation of gastrin-releasing peptide receptor (*Grpr*) in ∆Ecad female melanomas compared with all other groups, including ∆Ecad male mice (Fig. 2a, Extended Data Fig. 2a and Supplementary Tables 3–6). H3K27ac chromatin immunoprecipitation followed by sequencing (ChIP–seq) confirmed there were active *Grpr* promoter regions exclusively in ∆Ecad female melanoma cell lines (Extended Data Fig. 2b), with expression maintained in female lung metastases (Extended Data Fig. 2c). This upregulation was independent of the *Tyr::Cre* line or the *Cdh1* melanoma model (Extended Data Fig. 2d).

**Fig. 2:**
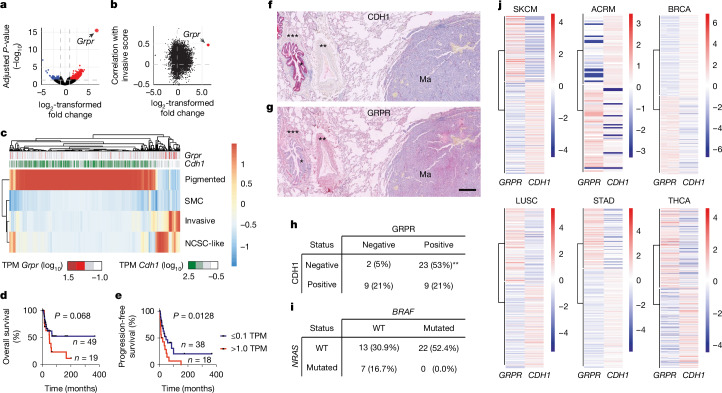
Loss of *Cdh1* Induces *Grpr* expression. **a**, Volcano plot illustrating differential gene expression between female Ecad and ∆Ecad tumours, with *Grpr* indicated. **b**, Scatter plot showing the correlation of each gene’s expression with the invasive score in human tumours, plotted against its differential expression between female ∆Ecad and Ecad tumours. Pearson correlation coefficients were used to assess gene-invasive score associations. **c**, Heatmap clustering TCGA SKCM samples based on predominant cell-state signatures. SMC, starved-like melanoma cells; NCSC, neural crest cell-like. **d**,**e**, Kaplan–Meier survival curves for overall survival (**d**) and progression-free survival (**e**) of TCGA SKCM women categorized by *GRPR* expression (low or absent, ≤0.1 TPM; expressed, >1 TPM). A log-rank test was used to evaluate significance. **f**,**g**, Immunohistochemistry staining for CDH1 (**f**) and GRPR (**g**) in human lung melanoma (Ma) metastases. *, Bronchi serve as an internal positive control for E-cadherin staining; ** and ***, smooth muscle acts as internal positive controls for GRPR. Scale bar (300 μm) applies to both **f** and **g**. **h**,**i**, Metastasis classification based on CDH1 and GRPR expression (**h**) and *NRAS* and BRAF status (**i**) in lung metastasis samples. **P < 0.01, Fisher’s exact test. **j**, Heatmap displays showing *GRPR* and *CDH1* mRNA expression in melanomas and various carcinomas from the TCGA database and GSE162682. BRCA, breast-invasive carcinoma; LUSC, lung squamous-cell carcinoma; STAD, stomach adenocarcinoma; THCA, thyroid carcinoma. Source data

The role of GRPR in promoting metastasis was supported by: first, its association with elevated invasive and neural crest cell-like gene signatures in human melanoma (Fig. 2b,c and Extended Data Fig. 2e–h); second, its reduced overall and progression-free survival in women with high *GRPR* levels, a trend not seen in non-sex-stratified data (Fig. 2d,e and Extended Data Fig. 2i,j); third, ECAD^−^/GRPR^+^ being the dominant phenotype in human lung melanoma metastases, regardless of genotype (Fig. 2f–i); and finally, the expression of GRP, which is GRPR’s natural agonist, in human and mouse lungs (Extended Data Fig. 2k–m).

*GRPR* mRNA is widely expressed across tumours, including melanomas^12^. Notably, its expression is inversely correlated with *CDH1* in both skin cutaneous melanoma (SKCM) and acral melanoma (ACRM), as well as in several carcinomas (breast, lung, stomach and thyroid), according to TCGA data and ref. ^13^ (Fig. 2j). This indicates that E-cadherin may commonly regulate *GRPR* across cancer types.

## GRPR drives lung metastases and is targetable

The expression of GRP (the endogenous ligand of GRPR) in rodent and human lungs indicates that GRPR activation may drive metastasis-supporting mechanisms. We dissociated primary tumours and injected the cells into C57BL6/J mouse tail veins. Only ∆Ecad melanoma cells expressing *Grpr* colonized lungs within 30 days, unlike Ecad-expressing cells (Extended Data Fig. 3a). When we engrafted melanoma tumours, ∆Ecad female tumours showed significantly faster growth than Ecad male, Ecad female and ∆Ecad male tumours (Extended Data Fig. 3b), indicating the cell-autonomous aggressiveness of ΔEcad female melanomas. Cell lines from these tumours confirmed *Grpr* production uniquely in ΔEcad female lines (Supplementary Table 7).

To test the role of GRPR in metastasis, we attempted *Grpr* knockout in ∆Ecad melanoma cells and ectopic expression in Ecad cells. We could not knock down or knock out *Grpr* in female ∆Ecad cells (Extended Data Fig. 3c–i), implying that GRPR is essential in the absence of E-cadherin. However, we successfully introduced *Grpr* into male mouse 1181 and human 501mel cell lines. *Grpr* expression and activation in these engineered cell lines closely mirrored that of endogenous *Grpr*^+^ lines, such as 1057 and Dauv-1 (Extended Data Fig. 3j–m). Tail-vein injection of parental, control and *Grpr*-expressing cells demonstrated that GRPR expression alone is sufficient to promote lung metastasis (Fig. 3a–c). In both male and female NSG mice, 501mel cells ectopically expressing *GRPR* formed lung metastases, consistent with sex-independent expression driven by the CMV promoter.

**Fig. 3:**
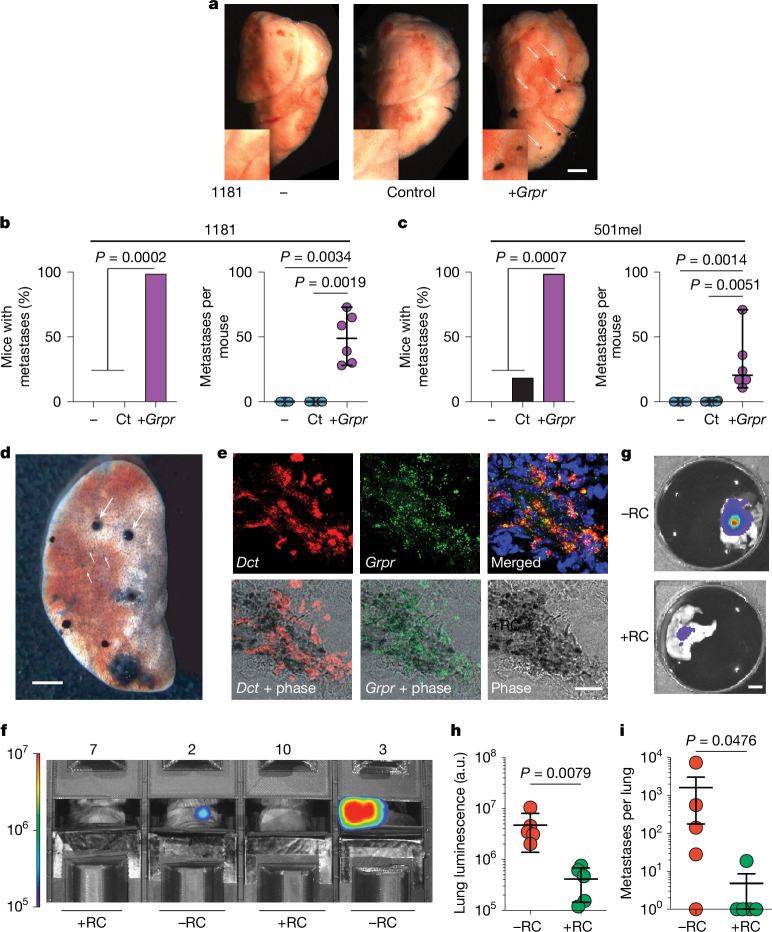
*Grpr* expression and activation drive lung melanoma metastasis. **a**, Representative lung images taken 30 days after the injection of 5 × 10^5^ male melanoma cells (1181) lacking *Grpr* (−, parental; Ct, control) or expressing exogenous *Grpr* (+*Grpr*) into male C57BL/6J mice tail veins. Scale bar, 2 mm. **b**,**c**, Percentage of mice generating metatases (left) and number of metastases per mouse (right) after injection of 5 × 10^5^ male melanoma cells into tail veins for 1181, 1181 control and 1181 Grpr in C57BL/6 J male mice (**b**) and 501mel, 501mel control and 501mel Grpr in NSG male mice (**c**). **d**, Lung metastases observed 28 days after intravenous injection of 5 × 10^5^ 1057Luc Grpr^+^ melanoma cells, demonstrating extensive lung colonization (small arrows) and proliferative foci (large arrows). Scale bar, 2 mm. **e**, RNAscope image showing colocalized *Grpr* (green) and *Dct* (red) mRNA in a lung metastasis in mice after tail-vein injection of 1057Luc cells. Scale bar, 50 µM. **f**–**i**, Lung metastases observed after tail-vein injection of 5 × 10^5^ 1057-Luc Grpr^+^ cells into C57BL/6J mice treated with RC-3095 (RC, mice 7 and 10) or not treated (mice 2 and 3). Luminescence (recorded by IVIS) from mouse thorax after RC treatment or without treatment (**f**); scale bar, 1 cm. IVIS assessment of ex vivo lung luminescence after 28 days of RC or vehicle treatment images (**g**) and quantification (**h**); scale bar, 4 mm. Estimation of number of metastases from five isolated independent lungs in RC-treated and untreated mice (**i**). Metastasis frequencies were compared by chi-squared test. Metastasis counts were compared using two-sided Mann–Whitney (two groups) or Kruskal–Wallis adjusted by a Dunn’s test (multiple groups). a.u., arbitrary units. Data are shown as mean ± s.d. (**b**,**c** and **h**) or s.e.m. (**i**). Source data

To evaluate GRPR inhibition in vivo, we used luciferase-expressing 1057 ΔEcad female melanoma cells (1057Luc). After tail-vein injection, numerous Dct- and Grpr-positive lung metastases formed (Fig. 3d,e). Two GRPR antagonists, RC-3095 and PD-176252, had similar in vitro effects (Extended Data Fig. 3n,o), but RC-3095 was used owing to its higher metabolic stability (Extended Data Fig. 3p,q).

Mice injected with 1057Luc cells were randomized into vehicle or RC-3095 treatment groups (Extended Data Fig. 3r,s). Without treatment, thoracic luminescence appeared by day 24 and grew exponentially (Extended Data Fig. 3t). Targeting GRPR with RC-3095 significantly reduced lung colonization, as measured by luminescence and metastasis counts (Fig. 3f–i and Extended Data Fig. 3u). These results underscore the essential role of GRPR in lung metastasis formation, validated through both gain-of-function and pharmacological approaches.

## GRPR fuels key metastasis pathway

To uncover the cellular mechanisms by which GRPR activation by GRP promotes metastasis, we first assessed its effect on growth. In line with the in vivo data, ∆Ecad female mouse melanoma cell lines gained colony-forming ability (Fig. 4a). Ectopic GRPR expression in mouse and human melanoma lines strongly induced (in 1181) or enhanced (in 1014 and 501mel) colony formation (Fig. 4b,c and Extended Data Fig. 4a). GRP stimulation promoted growth in GRPR-positive mouse (1057 and 1064) and human (MDA-MB-435S) cell lines, whereas co-treatment with GRP and antagonist RC-3095 (RC) blocked this effect (Fig. 4d,e and Extended Data Fig. 4b). As expected, GRP had no effect on GRPR-negative mouse (1181 and 1014) and human (501mel) cells, unless GRPR was ectopically expressed (Extended Data Fig. 4c–h).

**Fig. 4:**
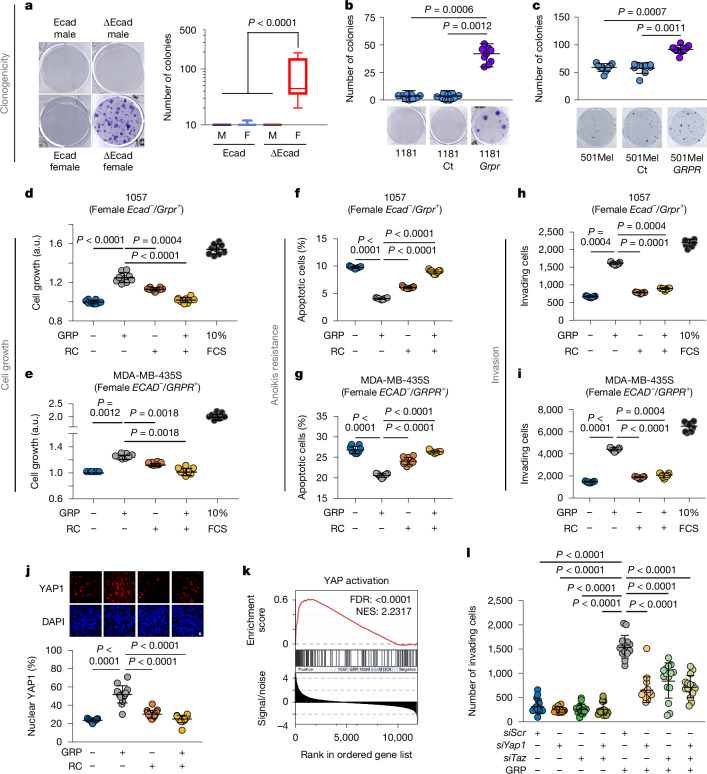
GRPR activates YAP1 to activate the metastatic program. **a**, Colony-formation assay done over 10 days, showing colonies from male *Ecad*^+^/*Grpr*^−^ and *Ecad*^−^/*Grpr*^+^ cells, and female *Ecad*^+^/*Grpr*^−^ and *Ecad*^−^/*Grpr*^+^ cells. **b**,**c**, Clonogenic assays for 1181 mouse *Grpr*^−^ (**b**) and 501mel human *GRPR*^−^ (**c**) melanoma cell lines: parental (left), control (middle) and exogenous *GRPR* expression (right). **d–i**, In vitro assays on mouse 1057 (**d**,**f**,**h**) and human MDA-MB-435S (**e**,**g**,**i**) *GRPR*^+^ cells evaluated for the impact of GRP (10 nM), RC (1 µM) or both under low-serum conditions. GRP promoted cell growth (**d**,**e**), anoikis resistance (**f**,**g**) and invasion (**h**,**i**), effects reversed by RC. GRP + RC effects were compared with vehicle and full-serum controls. Growth and anoikis resistance were assessed after 48 h; invasion at 24 h. NS, not significant. **j**, Representative images and percentage of cells displaying nuclear Yap1 localization in *Grpr*^+^ mouse melanoma cells (1057) after a 1-h stimulation with vehicle (lane 1), 10 nM GRP (lane 2), 1 µM RC (lane 3) or GRP and RC (lane 4). Scale bar, 10 µm. **k**, GSEA of the YAP1 activation signature in *Grpr*^+^ 1057 cells. Gene expression was assessed by RNA-seq 4 h after stimulation with 10 nM GRP and normalized using DEseq2 before doing the GSEA. FDR, false discovery rate; NES, normalized enrichment score. **l**, Inhibition of GRP-induced cell invasion after Yap1, Taz or Yap1 + Taz silencing. Each assay was independently repeated at least three times. Multi-group comparisons were done by Kruskal–Wallis tests adjusted by Dunn’s correction. Comparisons with the GRP-induced group were done by two-sided Mann–Whitney tests adjusted for multiple comparisons by Benjamini–Hochberg correction. Data are represented as mean ± s.d. and box plots represent the median and the 25–75 percentiles; whiskers represent the minimum and the maximum. At least three independent biological replicates were performed per experiment. Source data

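Line 1057 is a ∆Ecad female mouse melanoma line that expresses Grpr, and 3 libraries of cells given 10 nM GRP for 4 h were compared with 3 libraries of mock-treated cells (0.1% DMSO). Read counts were scaled with DESeq2's size factors. The 14195 genes kept by edgeR's filter on low counts were ranked by a signal-to-noise ratio. It is the difference of the group means divided by the sum of the group standard deviations. Each standard deviation was first raised to at least a fixed share of its group mean. Where replicates differed by less than that share, the ranking followed the relative change and not the replicate spread. Enrichment was computed with fgsea over 1000 permutations of the genes, so its p-values take genes, not libraries, as the units. The gene list was not the paper's signature but a list of YAP/TAZ target genes fixed in advance, of which 19 were ranked. Its NES was 1.85 (adjusted p = 0.00457 by permutation, Benjamini-Hochberg over 12 tests). With the genes ranked by the signed square root of edgeR's F statistic instead, the NES was 1.66, under the paper's threshold of 1.7. Ccn1 (Cyr61, ENSMUSG00000028195), a YAP1 target on chromosome 3 of GRCm38 from 145646976 to 145649981, rose from 1.07 ± 0.184 CPM (counts scaled to the TMM-normalized library total of the line; SD, n = 3) to 19.6 ± 1.73 (SD, n = 3). Its log2 fold change was 4.19 (standard error 0.114, adjusted p = 1.67e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 4.06 and 4.41 when each replicate was left out in turn. Ccn2 (Ctgf, ENSMUSG00000019997), on chromosome 10 from 24595442 to 24598683, rose from 3.94 ± 0.670 CPM (SD, n = 3) to 10.7 ± 1.14 (SD, n = 3), a log2 fold change of 1.45 (standard error 0.111, adjusted p = 2.96e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of Ccn2 in 1057 reached 0.0662 over alternative settings of the analysis. Of the exon bases of Ccn2, 23.2% are overlapped by Gm15270 on the other strand, so part of its reads are assigned with less certainty.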

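RNA-seq was done on 6 mouse melanoma lines. Lines 1057 and 1064 are ∆Ecad lines that express Grpr, and lines 1181 and 1014 were transduced with Grpr (1181-Grpr and 1014-Grpr) or with a control vector (1181-Ctrl and 1014-Ctrl). Cells were starved for 18 h in 0.5% serum and then given mock treatment (0.1% DMSO), 10 nM GRP, 1 µM of the antagonist RC-3095 (RC) or GRP and RC for 4 h, with 3 replicates of each, 72 libraries in all. The authors aligned the reads with STAR to GRCm38 and deposited raw read counts per gene and TPM values. Between 19512882 and 46862053 reads were counted per library, with a median of 28112904.5. The totals ran from 30085078 to 38579416 in 1057, from 20525837 to 32668855 in 1064, from 22493933 to 32859888 in 1181-Grpr, from 19512882 to 46862053 in 1014-Grpr, from 19714679 to 33713177 in 1181-Ctrl and from 23013727 to 30719705 in 1014-Ctrl. A gene with 3 counts, taken as the floor, lies at no more than 0.154 CPM of the raw total in any library, which covers counting error only. Counts were normalized with edgeR's TMM method and tested line by line with its quasi-likelihood test on the 12 libraries of each line. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, the threshold the paper gives. Standard errors of log2 fold changes are the absolute change divided by the square root of edgeR's F statistic. In data simulated from each line with 200 changed genes, the test recovered between 86.5% and 100% of them with 1 to 9 false calls. The simulated changes were all larger than the threshold for calls, in genes above the floor, and the libraries were drawn independently. Replicate numbers in the labels were not used as a block, since the paper's text does not say whether replicates were paired. The correlation between same-numbered replicates, after the treatment means were removed, was 0.023 in 1057, 0.733 in 1064, 0.404 in 1181-Grpr, 0.468 in 1014-Grpr, 0.792 in 1181-Ctrl and 0.312 in 1014-Ctrl. In the library labelled 1014-Ctrl mock replicate 2, the Y-linked gene Ddx3y stood at 64.3 CPM and Grpr at 48.1 CPM (TMM over all 72 libraries), while in the library labelled 1181-Grpr GRP+RC replicate 2 no count of Ddx3y or Grpr was found. Both libraries were kept under their labels.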

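After 4 h of GRP, 704 of 14195 tested genes were called higher and 213 lower in 1057 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 1064, 210 of 13794 genes were called higher and 110 lower, and in 1014-Grpr 434 of 13730 were called higher and 117 lower. These counts do not rank the lines by strength of response, since the spread of replicates differed. edgeR's biological coefficient of variation, the spread beyond counting error, was 0.039 in 1057, 0.264 in 1064, 0.11 in 1014-Grpr and 0.232 in 1181-Grpr. No gene was called in 1181-Grpr, where 45 of 14506 genes had an unadjusted p under 0.05. With the 2 libraries whose sex-linked genes go against their labels left out and the replicate number as a block (same-numbered replicates had a correlation of 0.404), an alternative chosen after the data were seen, 16 genes were called in 1181-Grpr. No gene was called in the control lines, where 37 genes in 1181-Ctrl and 562 in 1014-Ctrl had an unadjusted p under 0.05. In 1181-Grpr and 1181-Ctrl these counts are far under the share of 0.05 that data without any effect would give. The test was therefore conservative there, and the lack of calls does not show that no gene responded. With the replicate number as a block, the coefficient of variation fell from 0.265 to 0.036 in 1181-Ctrl and from 0.232 to 0.184 in 1181-Grpr. In 1064, where same-numbered replicates had a correlation of 0.733, the replicate number as a block gave 900 genes, while leaving out replicate 1 or 2 gave 0, with 2136 and 1935 at an unadjusted p under 0.05. Lines 1057 and 1064 shared 155 called genes, all in the same direction, and 1057 and 1014-Grpr shared 183, of which 180 changed in the same direction. No gene was called in all 4 GRPR-expressing lines (4 with the 2 libraries left out and the block), and 65 genes were called higher and 8 lower in at least 3. Serpinb2, Ptchd1, Rgs16, Stc1, Tnc, Plaur, Bdnf, Fosl1 and Nppb were among these. Exons of Fosl1, Bdnf, Serpinb2 and Rgs16 overlap other genes over 57.2%, 14.4%, 12.4% and 10.1% of their bases, and those of Ptchd1, Stc1 and Tnc over 7.0%, 5.5% and 2.3%, so their counts are less certain. Of the 266 genes called higher in at least 2 GRPR-expressing lines, 226 were tested in 1181-Grpr and 190 of these had a log2 fold change above 0 there, against 97 of the 199 tested in 1181-Ctrl and 119 of the 225 tested in 1014-Ctrl. Their median log2 fold change was 0.12 in 1181-Grpr, 0 in 1181-Ctrl and 0.03 in 1014-Ctrl. Genes counted in 1014-Ctrl and not in 1181-Ctrl stood in 1181-Grpr at a median of 0.317 of their 1014-Ctrl level. Some of the 266 genes were chosen for their response in 1014-Grpr, so the shift cannot be assigned to 1181 cells alone.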

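Plaur (ENSMUSG00000046223), which encodes the urokinase receptor and lies on chromosome 7 from 24462484 to 24475968, rose from 1.17 ± 0.149 CPM (SD, n = 3) to 20.5 ± 0.954 (SD, n = 3) in 1057. Its log2 fold change was 4.13 there (standard error 0.096, adjusted p = 2.10e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 4.19 in 1064 (adjusted p = 0.0112), 4.30 in 1014-Grpr (adjusted p = 2.12e-07) and 1.68 in 1181-Grpr (adjusted p = 1). In 1064 the adjusted p of Plaur ranged from 2.10e-09 to 0.174 over the alternatives. In 1181-Grpr it ranged from 0.00317 to 1 over the alternatives, the lowest with 2 libraries left out and the replicate number as a block. The invasive score was computed as the average over its genes of the normalized value divided by the line's mock mean, with the genes that the paper's methods list and that passed the filter on low counts. The paper states an average of fold changes for its Yap score only, and for melanoma state scores an average of expression. In 1057 an average of CPM would rest mostly on Tcf4, at 559 CPM in mock and 563 CPM after GRP. The sizes given here therefore hold for the average of fold changes only. The invasive score was 11.8 ± 0.336 (SD, n = 3) in 1057 on 4 genes and 9.03 ± 6.96 (SD, n = 3) in 1064, where mock is 1. It was 19.3 ± 8.64 (SD, n = 3) in 1014-Grpr and 1.64 ± 0.691 (SD, n = 3) in 1181-Grpr. The directional gene set test fry of limma, with Benjamini-Hochberg adjustment over the 6 lines, gave adjusted p = 1.19e-10 in 1057, 0.00107 in 1064, 0.00117 in 1014-Grpr and 0.0693 in 1181-Grpr. In 1014-Grpr it ranged from 2.38e-04 to 0.088 with each replicate left out in turn. In 1057 Axl and Tcf4 changed by a log2 fold change of -0.11 and 0.01 (adjusted p = 0.826 and 0.833 from edgeR's quasi-likelihood test), so the score there comes from Tnc and from Ccn1, which is also a gene of the YAP1 score. With the replicate number as a block, where same-numbered replicates of 1181-Grpr had a correlation of 0.404, the score of that line was 1.53 and passed the threshold of 0.05. In the control lines the score was 1.08 ± 0.133 (SD, n = 3; adjusted p = 0.125 by fry) in 1181-Ctrl and 1.08 ± 0.0630 (SD, n = 3; adjusted p = 0.512 by fry) in 1014-Ctrl. Tnc is not among the genes of the score in 1181-Ctrl, though it is in every other line. The value of 1181-Ctrl and its part in the test over the control lines therefore do not cover Tnc. Over the 4 GRPR-expressing lines, the mean log2 difference of the listed genes was 1.57, and all 12 GRP libraries were above every mock library of their line (two-sided exact permutation test within lines, p = 1.25e-05, the smallest that the 160000 arrangements allow). Over the 2 control lines it was 0.076 (two-sided exact permutation test, p = 0.495).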

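Tnc (ENSMUSG00000028364), a gene of the invasive score that encodes tenascin C, lies on chromosome 4 from 63959785 to 64047015, with 2.3% of its exon bases overlapped on the other strand. It rose from 0.761 ± 0.0737 CPM (SD, n = 3) to 20.6 ± 0.617 (SD, n = 3) in 1057, a log2 fold change of 4.75 (standard error 0.096, adjusted p = 3.82e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of Tnc was 3.78 in 1064 (adjusted p = 0.00477), 5.52 in 1014-Grpr (adjusted p = 7.64e-06) and 1.84 in 1181-Grpr (adjusted p = 1). In 1064 the adjusted p of Tnc ranged from 1.36e-12 to 0.172 over the alternatives. In 1181-Grpr, where same-numbered replicates had a correlation of 0.404, it ranged from 6.72e-04 to 1 over the alternatives, the lowest with 2 libraries left out and the replicate number as a block. The anoikis-resistance score was 3.65 ± 0.518 (SD, n = 3; adjusted p = 1.45e-04 by fry) in 1057, on 6 of the 8 listed genes. Most of that rise is Cd36, which was tested in 1057 only, and without Cd36 the score was 1.22 (adjusted p = 8.87e-04 by fry), so the scores of the lines rest on different genes. In the 3 other GRPR-expressing lines the score was 0.983 ± 0.131 (SD, n = 3) in 1064, 1.01 ± 0.105 (SD, n = 3) in 1181-Grpr and 1.05 ± 0.120 (SD, n = 3) in 1014-Grpr, with adjusted p = 0.90 by fry in each, so no difference beyond the spread of replicates was seen there. In the control lines it was 1.13 ± 0.221 (SD, n = 3) in 1181-Ctrl and 1.02 ± 0.200 (SD, n = 3) in 1014-Ctrl, also with adjusted p = 0.90. Over the 4 GRPR-expressing lines, the mean log2 difference was 0.06 (two-sided exact permutation test within lines, p = 0.207). The rise in 1057 included Cd36 (ENSMUSG00000002944), on chromosome 5 from 17781690 to 17888801, which went from 0.0461 ± 0.0423 CPM (SD, n = 3) to 0.730 ± 0.151 (SD, n = 3) (adjusted p = 3.22e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its mock libraries lie at or under the floor of 3 counts, so no fold change is given and 3.65 is not a firm size.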

RNA-seq analysis of GRP-stimulated human and murine melanoma lines indicated the activation of key cancer-related pathways, notably anoikis resistance and invasion (Extended Data Fig. 4i–n). GRPR activation reduced apoptosis in unattached mouse and human melanoma cells, indicating resistance to anoikis. Inhibition of GRPR with RC restored sensitivity to anoikis (Fig. 4f,g and Extended Data Fig. 4o–t). GRP did not promote anoikis resistance in male ∆Ecad (1062) or female Ecad (1014) cells (Extended Data Fig. 4s,t).

GRP stimulation also promoted invasion exclusively in female GRPR-positive 1057 cells, but not in Ecad-positive (1181 male and 1039 female) or Ecad-negative male (1456) cells (Extended Data Fig. 4u–y). GRP-induced invasion in GRPR-positive lines (including 1057, 1064, MDA-MB-435S, Dauv-1 and GRPR-transduced 1014, 1181 and 501mel) was blocked by RC-3095 (Fig. 4h,i and Extended Data Fig. 4l–n,z–Af). As expected, this inhibition was absent in GRPR-negative cells treated with GRP (Extended Data Fig. 4aa–ac).

## GRPR induces YAP1 through Gα_q/11_

G-protein-coupled receptors signal through various Gα and downstream pathways^12^. We used PamGene kinase assays to identify the main pathway activated by GRP/GRPR in melanoma cells. GRPR activation primarily triggered protein kinase C (PKC) and, to a lesser extent, PKAα and PRKX (Extended Data Fig. 5a). PKCs are typically activated by IP3/DAG signalling downstream of Gα_q/11_, whereas PKA is linked to the cAMP pathway through Gα_s_ (ref. ^12^). RNA-seq data supported Gα_q/11_ and PKC activation after GRPR stimulation (Extended Data Fig. 5b). 

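The PKC response was examined with a list of genes induced by protein kinase C and calcium signalling, fixed in advance and not taken from the paper. Between 23 and 29 of its genes were ranked per line, in the same way as for the YAP/TAZ list. After GRP, the NES of the list was 2.34 in 1057, 2.75 in 1064, 2.31 in 1181-Grpr and 2.68 in 1014-Grpr (adjusted p = 0.00334 in each by permutation of genes, Benjamini-Hochberg over 12 tests). In the control lines the NES was 1.30 (adjusted p = 0.174 by permutation) in 1181-Ctrl and -1.41 (adjusted p = 0.103 by permutation) in 1014-Ctrl. With each replicate left out in turn, the NES ranged from -0.552 to 2 in 1181-Ctrl and from -1.83 to -1.1 in 1014-Ctrl. Nr4a3 (ENSMUSG00000028341), a gene of the list on chromosome 4 from 48045153 to 48086447, rose in 1057 from 2.85 ± 0.531 CPM (SD, n = 3) to 214 ± 16.4 (SD, n = 3).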

To assess receptor coupling with Gα_q/11_, we measured IP3–IP1 production after GRP treatment. GRP triggered IP1 production in GRPR-positive, but not GRPR-negative cells, confirming Gα_q/11_ activation. RC-3095 blocked this response (Extended Data Fig. 5c–h).

Gα_q_ has been linked to YAP1 activation in non-cutaneous melanoma models^14^. All GRPR-induced cellular changes could be attributed to YAP1 activation^15–17^. In human cutaneous melanoma, GRPR levels correlated with YAP1 activation scores, and mouse ∆Ecad female tumours showed a YAP1 signature that was absent in ∆Ecad male or Ecad tumours (Extended Data Fig. 5i,j). We did not observe increased YAP1 levels in ∆Ecad females or after GRPR expression in Ecad lines (Extended Data Fig. 5k,l), but YAP1 nuclear localization increased in GRP-treated cells, and less so with RC-3095 (Fig. 4j).

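The YAP1 score, the average of the fold changes of Ccn1, Ccn2, Tead4, Lats2 and Crim1 against mock, rose after GRP to 5.40 ± 0.376 (SD, n = 3) in 1057 and to 13.6 ± 7.28 (SD, n = 3) in 1014-Grpr. By fry with Benjamini-Hochberg adjustment over the 6 lines, the adjusted p was 3.94e-09 in 1057 and 0.00135 in 1014-Grpr, where it ranged from 1.32e-04 to 0.0709 with each replicate left out in turn. The score of 1014-Grpr rests mostly on Ccn1 and Ccn2. In 1064 the score was 7.42 ± 6.51 (SD, n = 3; adjusted p = 0.0706 by fry), and in 1181-Grpr 1.34 ± 0.513 (SD, n = 3; adjusted p = 0.40 by fry), so neither passed 0.05. With the replicate number as a block, the score in 1064, where same-numbered replicates had a correlation of 0.733, was 12.3 and passed 0.05. In the control lines the score was 1.07 ± 0.301 (SD, n = 3; adjusted p = 1.0 by fry) in 1181-Ctrl and 0.989 ± 0.0708 (SD, n = 3; adjusted p = 0.727 by fry) in 1014-Ctrl. A two-sided exact permutation test of the score in a single line, 3 libraries against 3, cannot give a p under 0.1. Over the 4 GRPR-expressing lines together, the mean log2 difference was 1.43, and 10 of 12 GRP libraries were above every mock library of their line (two-sided exact permutation test within lines, p = 3.75e-05, where 1.25e-05 is the smallest possible). Over the 2 control lines it was 0.004 (two-sided exact permutation test, p = 0.955, where 0.005 is the smallest possible). Exons of Lats2 share 42.4% of their bases with Gm49361 on the same strand, so its part of the score is less certain.

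**Figure D1:**
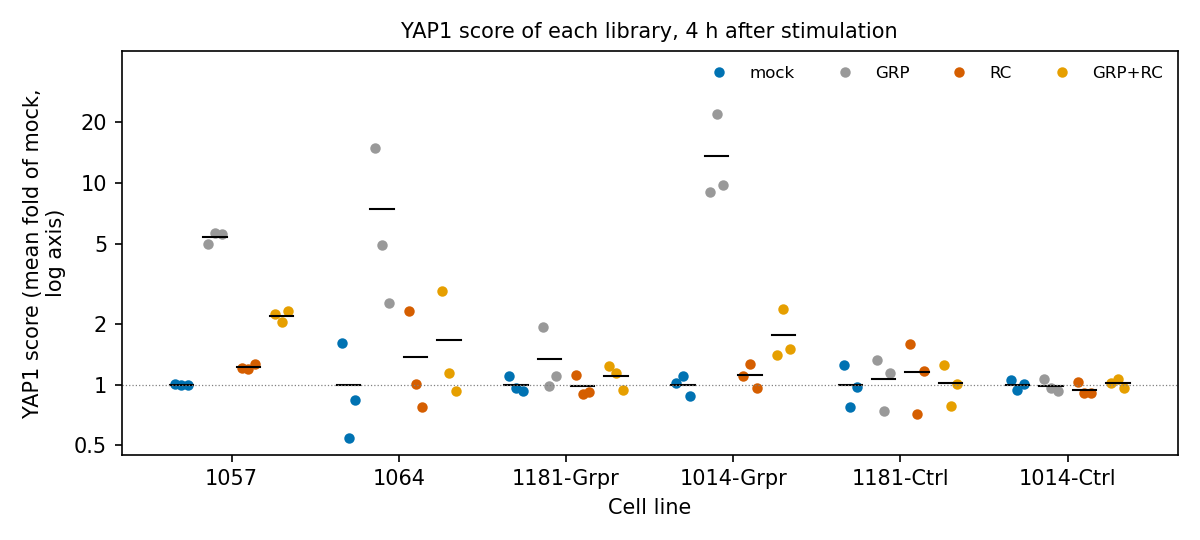
YAP1 score of each of the 72 libraries by line and treatment, on a log axis, as the mean fold of the mock libraries of the same line. Points are libraries, bars are means of 3, and the dotted line marks 1. The mean after GRP is 5.40 in 1057, 13.6 in 1014-Grpr, 7.42 in 1064 and 1.34 in 1181-Grpr. It is 1.07 in 1181-Ctrl and 0.989 in 1014-Ctrl.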

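The NES of the YAP/TAZ target list after GRP was 2.10 in 1064, 1.81 in 1181-Grpr and 2.00 in 1014-Grpr (adjusted p = 0.00334 in each by permutation of genes, Benjamini-Hochberg over 12 tests). In the control lines it was 1.20 (adjusted p = 0.236 by permutation) in 1181-Ctrl and -1.41 (adjusted p = 0.106 by permutation) in 1014-Ctrl. The NES in 1181-Grpr was under the paper's threshold without the filter on low counts, at 1.59, and in 2 of the 3 fits that each left out one replicate, which ranged from 1.38 to 1.97. Ccn1 had a log2 fold change of 4.23 in 1064 (standard error 1.19, adjusted p = 0.0627 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5.49 in 1014-Grpr (standard error 0.499, adjusted p = 1.05e-05) and 1.00 in 1181-Grpr (standard error 0.537, adjusted p = 1). It was 0.49 in 1181-Ctrl (adjusted p = 1) and 0.02 in 1014-Ctrl (adjusted p = 0.985), where its sign changed with the processing. With the replicate number as a block, Ccn1 in 1064, where same-numbered replicates had a correlation of 0.733, had an adjusted p of 6.37e-05, in a range from 3.03e-05 to 0.295 over the alternatives. With 2 libraries left out and the block, Ccn1 in 1181-Grpr, where that correlation was 0.404, had an adjusted p of 0.002, in a range up to 1. Ccn2, which Gm15270 overlaps on the other strand, had a log2 fold change of 3.35 in 1064 (adjusted p = 0.0636), 4.22 in 1014-Grpr (adjusted p = 6.54e-06), 0.62 in 1181-Grpr (adjusted p = 1), -0.01 in 1181-Ctrl (adjusted p = 1) and -0.50 in 1014-Ctrl (adjusted p = 0.698). In 1064 the adjusted p of Ccn2 ranged from 1.12e-05 to 0.381 over the alternatives and was 1.05e-04 with the block. The effect of GRP in 1014-Grpr was tested against its effect in 1014-Ctrl. Of 14204 genes, 428 were called with a larger change in 1014-Grpr and 125 with a smaller one (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccn1 differed by 5.48 (standard error 0.659, adjusted p = 1.37e-05) and Ccn2 by 4.72 (standard error 0.445, adjusted p = 8.63e-07) on the log2 scale. The 3 other genes of the YAP1 score were not called: Tead4 differed by -0.115 (adjusted p = 0.837), Lats2 by 0.409 (adjusted p = 0.0914) and Crim1 by 0.002 (adjusted p = 0.994). Between 1181-Grpr and 1181-Ctrl no gene was called among 15041, and 58 had an unadjusted p under 0.05. Data without any effect would give more than 58, so this test was conservative. The lack of calls does not show that the lines responded alike. The 11 libraries labelled 1181-Grpr other than GRP+RC replicate 2 held Xist at a median of 210 CPM, against 0.334 CPM in 1181-Ctrl.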

Transcriptomic analysis of GRPR-expressing cells (1057, 1064, 1181-Grpr, 1014-Grpr, Dauv-1 and 501mel-GRPR) showed increased YAP1 signatures and scores after GRPR activation, whereas GRPR-negative controls (1181-Ct and 1014-Ct) showed no change (Fig. 4k and Extended Data Fig. 5m–ac). YAP1 activation was also blocked by RC in GRPR-expressing cells (Extended Data Fig. 5r–w,aa–c). 

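With RC added to GRP, the YAP1 score was 0.407 ± 0.0257 (SD, n = 3) of its value after GRP alone in 1057 and 0.129 ± 0.0389 (SD, n = 3) in 1014-Grpr (adjusted p = 4.57e-07 and 0.00211 by fry, Benjamini-Hochberg over the 6 lines). In 1014-Grpr this adjusted p ranged from 4.44e-04 to 0.0778 with each replicate left out in turn. In 1064 it was 0.224 ± 0.148 (SD, n = 3; adjusted p = 0.219 by fry) and in 1181-Grpr 0.826 ± 0.116 (SD, n = 3; adjusted p = 0.60 by fry). With the replicate number as a block, the ratio in 1064, where same-numbered replicates had a correlation of 0.733, was 0.173 and passed 0.05. In the control lines the ratio was 0.951 (adjusted p = 0.956 by fry) in 1181-Ctrl and 1.03 (adjusted p = 0.60 by fry) in 1014-Ctrl. Relative to mock, the score with GRP and RC was 2.199 ± 0.139 (SD, n = 3) in 1057 and 1.75 ± 0.528 (SD, n = 3) in 1014-Grpr. From GRP to GRP with RC, Ccn1 changed by a log2 fold change of -1.88 in 1057 (standard error 0.087, adjusted p = 7.01e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -3.45 in 1014-Grpr (standard error 0.440, adjusted p = 4.05e-04), -2.997 in 1064 (standard error 1.12, adjusted p = 0.383) and -0.58 in 1181-Grpr (adjusted p = 0.855). With the block, the adjusted p of Ccn1 in 1064 was 7.79e-04, the lowest of a range up to 0.833 over the alternatives. For the same contrast the adjusted p of Ccn1 over the alternatives reached 0.529 in 1057 and 0.0245 in 1014-Grpr. Over all genes, 38 were called higher and 107 lower with RC added to GRP in 1057, 20 higher and 218 lower in 1014-Grpr, and 0 higher and 2 lower in 1064, where 1376 had an unadjusted p under 0.05 and where the block gave 90 higher and 176 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None was called in 1181-Grpr, where 320 had an unadjusted p under 0.05 and where the library labelled GRP+RC replicate 2 held no count of Grpr. With that library left out and the block (same-numbered replicates of 1181-Grpr had a correlation of 0.404), an alternative chosen after the data were seen, 0 were called higher and 6 lower there. Against mock, GRP with RC left 428 genes called higher and 65 lower in 1057, 21 higher and 5 lower in 1014-Grpr, and none in 1064, where 352 had an unadjusted p under 0.05. Of the 917 genes called after GRP in 1057, 429 were also called in the same direction with GRP and RC, and the median share of the GRP log2 fold change that remained was 0.676. That median was 0.386 over the 320 genes of 1064 and 0.348 over the 551 genes of 1014-Grpr. These shares use the same mock libraries and genes chosen for their response to GRP. The paper's conclusion that GRPR activates YAP1 rests also on the nuclear localization of YAP1 (Fig. 4j), which these data do not measure.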

Finally, we confirmed that GRP/GRPR-driven invasion depends on Yap1 and Taz (Fig. 4l). In summary, GRPR activation by GRP stimulates Gα_q_ signalling, activating a YAP1-regulated metastasis program.

## CDH1–CTNNB1–ESR1 drives female GRPR

H3K27ac ChIP–seq in mouse melanoma cell lines revealed female ∆Ecad-specific signatures linked to β-catenin (LEF1), oestrogen receptor-α (ESR1) and YAP1/TEAD (Fig. 5a). *Cdh1* loss is often linked to enhanced β-catenin signalling, reflected here by increased promoter activation of β-catenin targets such as *Apcdd1*, *Axin2*, *Nkd1*, *Notum* and *Sp5*—primarily in ∆Ecad female melanomas—with corresponding gene expression (Extended Data Fig. 6a–j). Inhibiting *Cdh1* and ectopic β-catenin expression, or reducing *Apc* in Ecad-expressing cells, elevated *Nkd1*/*Axin2*, *Esr1* and *Grpr* expression (Fig. 5b,c and Extended Data Fig. 6k–n). Conversely, β-catenin inhibition through siRNA or iCRT3 decreased the expression of *Nkd1*, *Esr1* and *Grpr* (Extended Data Fig. 6o), indicating that β-catenin acts upstream of *Esr1* and *Grpr*.

**Fig. 5:**
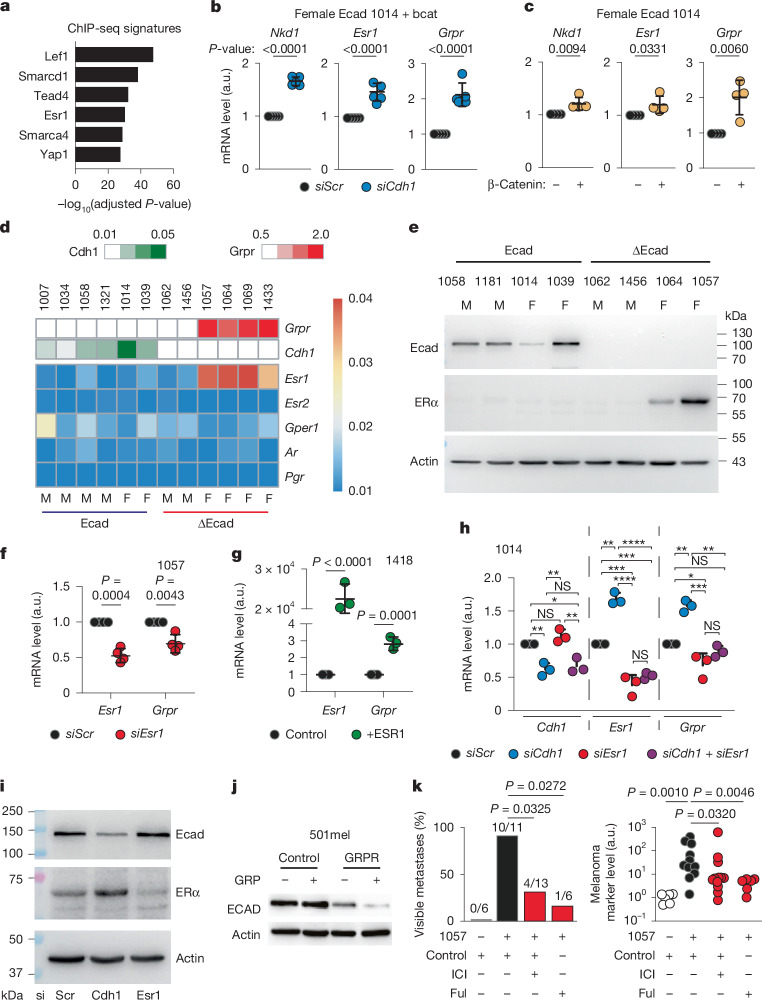
*Grpr* expression in female mice by a *Cdh1*/*Ctnnb1*/*Esr1*/*Grpr* amplification loop. **a**, Enrichment of mouse ChIP–seq signatures in ∆Ecad female-specific H3K27ac peaks located at gene bodies or promoters. **b,c**, Quantitative PCR with reverse transcription (RT–qPCR) of *Nkd1*, *Esr1* and *Grpr* in Ecad mouse 1014 melanoma cells after siScr versus siCdh1 in the presence of β-catenin (bcat; **b**) and pcDNA3 versus β-catenin transfection (**c**). **d**, Heatmap of sex-hormone receptor expression in Ecad and ∆Ecad melanoma cell lines, annotated with Cdh1 and Grpr levels. M, male; F, female **e**, Western blot of E-cadherin and ERα in mouse melanoma cell lines. Actin was used as a loading control. **f**,**g**, Effect of *Esr1* knockdown (**f**) or overexpression (**g**) on GRPR in mouse and human melanoma cells. **h**, *Grpr* expression after *Cdh1* and/or *Esr1* knockdown in *Cdh1*^+^ mouse melanoma cells. **i**, Western blot analysis of Ecad and ERα after siScr, siCdh1 or siESR1 in 1014 cells. Actin was used as a loading control. **j**, Western blot of ECAD in 501mel cells with and without *GRPR* expression and GRP treatment. **k**, Quantification of lung metastases by stereomicroscopy and RT–qPCR for Cre markers in lungs. The log-normalized expression values were compared by two-sided Student’s *t*-test (two groups) or by analysis of variance (ANOVA) corrected by Tukeys’s test (multiple groups). Metastasis burden was assessed by Fisher’s exact test adjusted by the Bonferroni method. Variation of the Cre expression was assessed by two-sided Mann–Whitney tests adjusted for multiple comparisons by a Benjamini–Hochberg test. Data are shown as mean ± s.d. At least three independent biological replicates were performed for each experiment. Ful, Fulvestrant. Source data

We identified a β-catenin binding site in intron 1 of *Esr1*, marked by H3K27ac, in female ∆Ecad cells (Extended Data Fig. 6p), indicating direct regulation. *Esr1* regulation by β-catenin was validated in human melanoma using iCRT3 (Extended Data Fig. 6q,r). Inhibiting β-catenin (iCRT3 and siCtnnb1) reduced GRP-induced invasion in mouse melanoma (Extended Data Fig. 6s). Gene-set enrichment analysis (GSEA) comparison of Ecad and ∆Ecad female tumours showed that ∆Ecad tumours overexpressed genes tied to ERα activity (Extended Data Fig. 7a,b). Other sex hormone receptors (*Esr2*, *Gper1*, *Ar* and *Pgr*) were not expressed in murine melanoma, and only ∆Ecad female lines expressed both *Grpr* and *Esr1* (Fig. 5d and Extended Data Fig. 7c). ERα protein was also detected in these lines (Fig. 5e).

ERα bound active chromatin associated with the *Grpr* promoter (Extended Data Fig. 7d,e), supporting direct regulation. Silencing *Esr1* in *Esr1*^+^/*Grpr*^+^ melanoma reduced *Grpr* mRNA, whereas *Esr1* overexpression increased it (Fig. 5f,g and Extended Data Fig. 7f,g), confirming that *Esr1* regulates *Grpr*. In Ecad-expressing melanoma, *CDH1* silencing in mouse and human cells raised *ESR1* and *GRPR* mRNA (Fig. 5h and Extended Data Fig. 7h), supporting the inverse correlation between *CDH1* and *GRPR* seen in TCGA data (Fig. 2j). *ESR1* inhibition decreased *GRPR* mRNA, and dual *CDH1*/*ESR1* inhibition blocked *GRPR* upregulation, indicating that *GRPR* induction on *ECAD* loss is at least partly *ESR1* dependent (Fig. 5h and Extended Data Fig. 7h). At the protein level, CDH1 knockdown or knockout upregulated ERα (Fig. 5i and Extended Data Figs. 6t,u and 7i–k), and *ESR1* silencing increased ECAD, showing reciprocal regulation (Fig. 5i and Extended Data Fig. 7l).

The ERα agonist 17β-oestradiol (E2) increased *Grpr* expression, whereas degrader ICI 182,780 (ICI) reduced it (Extended Data Fig. 7m). This decrease was linked to lower *Grpr* activity, shown by reduced IP1 production after ICI treatment (Extended Data Fig. 5c–f). Finally, the CDH1–ESR1–GRPR axis operates in a positive-feedback loop: GRPR activation represses *Cdh1*, and E2 reinforces this loop by activating ERα and further inhibiting *Cdh1* (Fig. 5i,j and Extended Data Fig. 7m–o). Thus, ECAD loss initiates a transcriptional program amplified by feedback, explaining the high GRPR expression (Extended Data Fig. 8).

## Fulvestrant inhibits invasion and metastasis

To assess the clinical relevance of oestrogen signalling in *Grpr*-positive melanomas, we examined the impact of oestrogen inhibition using ICI 182,780 (Fulvestrant) both in vitro and in vivo. In vitro, ICI treatment significantly reduced GRP-induced invasion of 1057 ΔEcad melanoma cells, with no effect on *Grpr*-negative lines derived from transgenic mice (Extended Data Fig. 9). For in vivo analysis, we used two approaches. First, 1057 ΔEcad cells were either pretreated with ICI for three days or left untreated before being injected into the tail vein of female C57BL/6J mice, simulating adjuvant therapy after primary tumour surgery. Second, untreated 1057 cells were injected, followed by Fulvestrant treatment (50 mg per kg) three hours after injection and once a week for three weeks. In both cases, mice were euthanized after 25 days and lung metastases were analysed (Fig. 5k). In the first approach, 9 of 13 mice injected with ICI-pretreated cells showed no visible metastases, compared with only 1 of 11 in the control group. In the second, 5 of 6 Fulvestrant-treated mice showed no metastases. Metastatic burden, assessed by qPCR for the 1057-specific *Cre* transgene, was reduced in both treatment groups (Fig. 5k). These results demonstrate that oestrogen signalling promotes the invasiveness and metastatic potential of *Grpr*-positive melanoma cells, and that ICI/Fulvestrant effectively suppresses these processes in vitro and in vivo.

## The CDH1–GRPR axis is active in breast cancer

As shown in Fig. 2j, *GRPR* expression and *CDH1* expression in breast tumours are inversely correlated. Given the oestrogen-dependent growth of many breast tumours^18^, we proposed that E-cadherin represses the ESR1–GRPR axis across tissues, including breast cancer. We observed elevated *GRPR* and *ESR1* mRNA levels in breast tumours expressing mutated, non-functional ECAD (Extended Data Fig. 10a,b). Moreover, CDH1-mutant tumours displayed higher ERα activation scores and greater ERα positivity by immunohistochemistry (Extended Data Fig. 10c,d). Several findings supported GRPR’s dependence on ERα: the increased GRPR levels in ERα-positive compared with ERα-negative breast tumours (Extended Data Fig. 10e); the strong correlation between *GRPR* mRNA and ERα activation score (Extended Data Fig. 10f); and ERα binding to active regions associated with the GRPR promoter (Extended Data Fig. 10g,h). To validate the role of ERα in regulating GRPR in breast cancer, we did some experiments in MCF7 cells. CDH1 inhibition increased *GRPR* and *ESR1* mRNA, whereas ESR1 inhibition reduced *GRPR* mRNA (Extended Data Fig. 10i). Notably, combined CDH1 and ESR1 silencing failed to induce *GRPR* expression. Activation of ERα by oestradiol increased *GRPR*, whereas ICI 182,780 treatment significantly decreased its expression (Extended Data Fig. 10j).

Together, these findings highlight a conserved role for this regulatory loop, indicating its broader relevance across multiple cancer types and physiological contexts.

## Discussion

Our study uncovers a female-specific metastatic pathway involving E-cadherin. Reduced E-cadherin increases β-catenin transcriptional activity, elevating *ESR1* and inducing *GRPR* transcription, which activates YAP1 and initiates a metastatic cascade. This newly identified CDH1–CTNNB1–ESR1–GRPR–YAP1 axis defines a female-specific tumour metastasis route, providing some potential therapeutic targets (Extended Data Fig. 8). E-cadherin is known to be tumour suppressor in breast and stomach cancers^19,20^, in which GRP is abundantly produced and activates GRPR (Extended Data Fig. 2k,l). Thus, GRPR activation probably occurs in primary tumours in these tissues. By contrast, in other carcinomas or melanoma, GRPR is probably activated at metastatic sites by locally produced GRP (Extended Data Fig. 8). Our results indicate that E-cadherin suppresses tumour initiation in GRP-rich primary tissues and acts as to suppress metastasis in contexts in which GRP is restricted to metastatic niches, such as the lung in cutaneous melanoma^21^.

The E-cadherin–CTNNB1–ESR1–GRPR loop may be triggered by: E-cadherin alterations through mutation, methylation or epithelial–mesenchymal transition (EMT)^19,22,23^; *WNT*/*BCAT* activation repressing *ECAD* transcription and triggering pathways including ESR1–GRPR^24^; ERα activation through mutation, menstrual cycles, pregnancy or xenobiotics^25,26^; or GRPR activation by GRP, other low-affinity ligands or receptor transactivation^27^. These findings highlight the complex interplay of pathways in cancer progression and emphasize the need to consider them for better cancer management.

We show the sex-dependent role of E-cadherin in repressing ESR1 in human and mouse melanoma and breast cancer cells. Cadherin–catenin interactions, including those involving β-catenin, plakoglobin and p120-catenin, regulate gene expression. Without E-cadherin, β-catenin becomes transcriptionally active and upregulates ESR1. Moreover, E-cadherin loss also alters gene expression through β-catenin-independent mechanisms^28,29^. Other mechanisms might be at play, given the ability of E-cadherin to independently influence gene expression^30^. E-cadherin affects receptor tyrosine kinase signalling and reshapes chromatin through EMT, influencing *CTCF* expression and chromatin structure^31–34^. Our ChIP–seq data support this, showing that SMARCD1-targeted genes are activated following E-cadherin loss^35^. Given that SMARCD1 interacts with ERα, it probably helps to remodel chromatin at ERα targets such as GRPR, especially in young women^36^. However, understanding chromatin-level effects of E-cadherin and their age and sex dependence needs further study.

A few cancers—mainly of the sex organs—are defined as hormone dependent, but others lack defined hormonal status owing to a lack of research^37^. Our study innovatively links hormone sensitivity to tumour phenotype. In such tumours, sex hormones do not drive proliferation but influence phenotype, metastasis and therapy resistance. This hormone sensitivity probably applies to carcinomas and potentially other cancers, supported by epidemiological data (Supplementary Table 1).

We reveal that loss of E-cadherin activates a metastatic axis involving ERα, GRPR and YAP1, which are therefore potential therapeutic targets. ER modulators and aromatase inhibitors are already used as adjuvants in ER-positive breast cancer^38^. Because ERα regulates *GRPR*, anti-oestrogens might suppress both and improve outcomes. However, aromatase inhibitors can cause joint and muscle pain, possibly affecting survival if treatment is stopped.

The involvement of GRPR in itch and nociception offers potential cancer and pain therapy^39,40^. Despite their relevance, G-protein-coupled receptors remain underused in oncology^12^. We highlight the role of GRPR in cancer progression. The GRPR antagonist RC-3095 reduced melanoma lung metastases and shows promise in breast, lung, prostate and pancreatic cancers^41^. Optimizing pharmacokinetics and reducing toxicity remain key challenges in the development of potent and selective antagonists^42^. It is important to develop selective GRPR antagonists with minimal side effects. Limited adult GRPR expression and mild knockout phenotypes suggest that this approach is safe^43,44^. Structural data from X-ray and cryo-electron microscopy may aid the discovery of better antagonists^45,46^. YAP1 is another target, although it is harder to inhibit and is potentially less safe than GRPR antagonists^47–49^.

In summary, our findings underscore the importance of recognizing sex diversity in disease and therapy. This study introduces a sex-specific strategy that could improve cancer treatment in women in whom loss of E-cadherin leads to ERα and GRPR expression.

## Methods

### Cancer epidemiology

All the cancer incidence data available from the Global Cancer Observatory’s 2020 release were accessed on 24–26 October 2022. Data were collected by sex and age category. The women/men ratios were calculated from the age-standardized rates and logged for representation purposes. A fourth-order polynomial model was fitted for each cancer using prism to represent the women/men ratio dynamic. Each cancer was classified according to a calculated premenopausal variation index (PV) calculated in this way:

$${\rm{P}}{\rm{V}}={\mu }_{\text{ratio premenopause}}-\frac{({\mu }_{\text{ratio prepuberty}}+{\mu }_{\text{ratio post menopause}})}{2},$$

with *µ* being the average of the time period. Three categories were defined according to PV: if PV < −0.2, cancers were defined as male-biased during premenopause; if PV > 0.2, cancers were defined as female-biased during premenopause; otherwise, cancers were defined as unbiased during premenopause. The concordance between PV and the fitted curve was manually checked for each cancer.

### Lists of genes associated with cancers

Lists of genes associated with melanoma (73, hsa05218), gastric cancer (150, hsa05226) and thyroid cancer (37, hsa05216) were retrieved from KEGG. The list of genes associated with breast cancer (172) was from WikiPathway (WP1984). ESR1-associated genes (317) were extracted from ESR1-associated genes from StringDB using the following parameters: search, CDH1 in human; setting, high confidence; and maximum number of interactors, 317. Lists were intersected using a Venn diagram.

### Sex-hormone concentration

Plasma testosterone and oestradiol levels in males and females, categorized by age, were extracted from ref. ^50^.

### Cancer genomic and transcriptomic data mining

The transcriptome, copy-number alteration, mutations and corresponding clinical data of the TCGA–SKCM (*n*  =  473), TCGA–BRCA (*n* = 1,215), TCGA–STAD (*n* = 450), TCGA–LUSC (*n* = 553) and TCGA–KIRC (*n* = 606) datasets were retrieved from the National Cancer Institute Genomic Data Commons repository using the TCGAbiolinks R package in August 2022 (ref. ^51^). The mRNA levels were calculated from RNA-sequencing read counts using RNA-Seq V2 RSEM and normalized to TPM. Expression of *CDH1*, *CCND1*, *BRAF* and *KRAS* was modelled over time using LOWESS smoothing with 1,860 points. Expression levels from acral melanoma were retrieved from GEO under accession number GSE162682. Survival analyses were carried out by separating the cohort into two groups according to gene expression. The threshold was set to 1 TPM, commonly considered to be the limit for sufficient protein expression of the transcript. The negative group was set to an expression 0.1 TPM or less to have clear separation in terms of expression (factor 10) from the positive group. The YAP and melanoma phenotypic state scores were obtained by averaging the expression of detailed marker genes, or for the mice, from their murine orthologues as described in ref. ^52^. The pigmentation state was defined by the expression of MITF, MLANA, TRPM1, DCT and TYR; the starved-like melanoma cell phenotype by the expression of CD36, DLX5, IP6K3, PAX3 and TRIM67; the invasive state by the expression of AXL, CYR61, TCF4, LOXL2, TNC and WNT5A; and the neural crest cell-like phenotypic state by the expression of AQP1, GFRA2, L1CAM, NGFR, SLC22A17 and TMEM176B^52^. The scoring of YAP1 activation was determined from the expression of CYR61, CTGF, TEAD4, LATS2 and CRIM1. Yap scoring was obtained by averaging the fold change of each Yap1 target. The anoikis-resistance score was calculated on the basis of the expression of S100A7A, MTPN, ATP10B, S100A8, RSAD2, RENBP, CDHR1 and CD36. The ER-activation score was calculated according to the expressions of GATA4, SDK2, EGR3, IL19, GSG1L, RSPO1, PGR, IL24 and PDZK1. Expression data from human and mouse normal tissue were downloaded from the Human Protein Atlas (https://www.proteinatlas.org/) and from the EBI expression atlas (https://www.ebi.ac.uk/gxa/home), respectively, both accessed on 7 October 2022. The anatogram was generated using the gganatogram R package^53^.

### Mice

Animal care, use and all experimental procedures were conducted in accordance with recommendations of the European Community (86/609/EEC) and European Union (2010/63/UE) and the French National Committee (87/848). Mice were housed in a specific-pathogen-free (SPF)-certified animal facility with a 12 h:12 h light:dark cycle in a temperature- and humidity-controlled room (22 ± 1 °C and 60%, respectively) with free access to water and food. Animal care and use were approved by the ethics committee of the Curie Institute in compliance with institutional guidelines. Experimental procedures were carried out under the approval of the ethics committee of the Institut Curie CEEA-IC #118 (CEEA-IC 2016-001) in compliance with international guidelines. The transgenic *Tyr::CreA* (B6.Cg-Tg(Tyr-cre)1Lru/J), named Tyr::Cre, Tg(Tyr-NRAS*Q61K)1Bee, Cdkn2a^tm1Rdp^, B6.129-Cdh1tm2Kem/J, named Cdh1F/F, mice, also including *Tyr::CreB*, bcat* (Tg(Tyr-Ctnnb1/EGFP)#Lru), *Pten* (Pten^tm1Hwu^) have been described and characterized previously in the Larue laboratory and elsewhere^11,54–58^. The mouse lines were backcrossed onto a C57BL/6J background for more than ten generations. Genotyping was done according to ref. ^59^ using specific primers and conditions (Supplementary Tables 9 and 10). Mice were crossed to obtain the desired genotypes. Mice were born with the expected ratio of Mendelian inheritance and no changes in gender ratios were observed. Mice were checked weekly for the appearance of new tumours. Tumour volume (*V*) was calculated using the formula *V* = (*L* × *W*^2^)/2, where *L* is the longest dimension of the tumour and *W* is the width perpendicular to *L*. Tumours were allowed to grow until reaching a volume of approximately 1 cm^3^. To comply with ethical guidelines, the total tumour burden per mouse was limited to 1 cm^3^. Mice were euthanized on reaching any predefined ethical end point. At the end of the experiments, all mice underwent autopsy to assess the presence of metastases in distant organs.

### Injections, in vivo imaging and metastasis detection

Mouse and human melanoma cells (5 × 10^5^) were suspended in 200 µl PBS and injected into the tail veins of eight-week-old C57BL/6J and NSG mice, respectively. Mice were monitored daily and weighed twice weekly. Euthanasia and autopsy were performed following 20% weight loss or reaching ethical end points.

For imaging, C57BL/6J mice were shaved three days before injection and biweekly. Mice received 300 µg Xenolight d-luciferin (Revvity) intraperitoneally, followed by isoflurane anaesthesia. After 10 min, luminescence was recorded using an IVIS Spectrum system (Perkin-Elmer) with adjustable shutters focused on the thoracic region. Whole-body and thoracic luminescence were acquired for 2 min on day 0, day 1 and twice weekly. Mice were randomized after injection based on body weight and day 0 lung luminescence. Treatments (10 µg RC/DMSO or PBS/DMSO) were administered twice daily for one month, with luminescence monitoring. After euthanasia, lungs were processed as follows: right lung, incubated in 300 µg ml^−1^ Xenolight d-luciferin (2 min) and imaged (1 min); left lung, fixed in 4% PFA (4 °C, 24 h), cryoprotected in 30% sucrose and 30% sucrose/50% OCT (48 h each), embedded in OCT, sectioned (7 µm) and stained for *Dct* and *Grpr* mRNA (RNAscope, BioTechne; probes, Mm-Dct-C1 460461, Mm-Grpr-C3 317871-C3). Imaging was done using a Leica SP8 confocal microscope.

#### Metastasis quantification

Right lungs were imaged using a Leica MZFLIII binocular microscope with a Scion camera. Metastases were quantified in ImageJ, with macro-metastases (bigger than 0.1 mm) and micro-metastases (0.1 mm or smaller).

#### ICI/Fulvestrant experiments

In vitro pre-treatment: 1057 melanoma cells (5 × 10^5^) were pretreated for 3 days with 1 µM ICI before tail-vein injection. In vivo treatment: 1057 melanoma cells (5 × 10^5^) were injected into C57BL/6J mice, followed by 50 mg Fulvestrant (Zentiva) 3 h after injection, then weekly for 3 weeks. Mice were euthanized on day 25 after injection, and lung metastases were assessed by PCR-based *Cre* transgene detection. DNA was extracted from lung tissue and metastasis burden was analysed statistically.

### RNA extraction and transcriptomic analysis

RNA was extracted from cells and mouse tumours using the miRNeasy kit (Qiagen, 217004), according to the manufacturer’s protocol. RNA integrity (RIN) was measured using an Agilent Bioanalyser 2100 (Agilent Technologies) and an RNA nano 6000 kit (5067-1511, Agilent Technologies). Only RNA with an RNA integrity number (RIN) of more than 7 was used for analysis. This threshold led to the sequencing of 72 mouse melanoma cell lines, 36 human melanoma cell lines and 32 mouse tumours. RNA concentrations were measured using a NanoDrop (NanoDrop Technologies). RNA-sequencing libraries were prepared from 1 μg total RNA using an Illumina TruSeq Stranded mRNA library preparation kit, which allows strand-specific sequencing. PolyA selection using magnetic beads was done to focus the sequencing on polyadenylated transcripts. After fragmentation, cDNA synthesis was done and the resulting fragments used for dA-tailing, followed by ligation with TruSeq indexed adapters. The fragments were amplified by PCR to generate the final barcoded cDNA libraries (12 amplification cycles). The libraries were equimolarly pooled and subjected to qPCR quantification using the KAPA library quantification kit (Roche). Sequencing was carried out on a NovaSeq 6000 instrument (Illumina) based on a 2 × 100 cycle mode (paired-end reads, 100 bases) using an S1 flow cell to obtain approximately 35 million clusters (70 million raw paired-end reads) per sample. Reads were mapped to the mm10 mouse reference genome (gencode m13 version-GRCm38.p5) or hg38 human reference genome (gencode 42 version-GRCh38.p13) using STAR^60^. STAR was also used to create the expression matrices. When applicable, expression was batch-corrected with Combat using the sva package from R^61^.

Differential gene-expression analysis was done using R following the DEseq2 pipeline with the DEseq2 package^62^. DEseq2 and edgeR (ref. ^63^) (to retain only the expressed genes) algorithms were used. The packages are both available from Bioconductor (http://www.bioconductor.org) (accessed in October 2022). The threshold for significantly differentially expressed genes was set as an absolute log_2_-fold change greater than 1. The volcano and correlation plots depicting the results were generated using the R package ggplot2 v.3.5.1 (ref. ^64^). GSEA was done using previously published signatures, described in supplementary Table 8, and expression was obtained after DEseq2 normalization. GSEA parameters were set to 1,000 permutations per gene set. Only gene sets with a normalized enrichment score of more than 1.7 and a false discovery rate of less than 0.05 were considered.

### RNA quantification by RT–qPCR

RNA (3 µg) was reverse transcribed using M‐MLV reverse transcriptase (Invitrogen), according to the manufacturer’s protocol. The newly synthesized cDNA was used as a template for qPCR with the iTaq Universal SYBR Green Supermix. Technical triplicates were used for each sample and the quantified RNA normalized against *TBP* (human) or *Hprt* (mouse) as housekeeping transcripts (Supplementary Tables 9 and 10).

### Human samples

The retrospective study on lung human melanoma metastases was approved by the ethics committee. The non-opposition or consent (before or after 2004, respectively) of patients for the use of their biological material and data was obtained according to the bioethics law of 2004. We retrieved 43 tissue samples of non-treated lung melanoma metastases registered from 1999 to 2014 from the pathology files of the Bordeaux and Rennes hospital. We selected all available formalin-fixed paraffin-embedded surgical specimens of lung melanoma metastases for further immunostaining analysis.

### Immunohistochemistry

Paraffin was melted at 56 °C overnight. Deparaffinization, using a Bond Dewax Solution (CAR9222, Leica), and rehydration were done with a Leica BONDTM-MAX device. Heat-induced epitope antigen retrieval was performed at 100 °C for 20 min in Bond Epitope Retrieval Solution 1 (AR9961, Leica) for GRPR or Bond Epitope Retrieval Solution 2 (1/100, AR9640, Leica) for E-cadherin. Slides were incubated in anti-GRPR antibody (SP4337P, Acris Antibodies) in Bond Primary Antibody Diluent (1/100, AR9352, Leica) overnight at 4 °C and anti-E-cadherin (1/100, NCL-L-E-Cad, Novocastra) antibody in the same diluent for 30 min at room temperature. Bond Polymer Refine Red Detection (DS9390, Leica) was used, according to the manufacturer’s specifications. Slides were counterstained with haematoxylin and cover-slipped. Images were acquired using an Axio Imager Z2 microscope. Each immunostaining was evaluated in a double-blind manner by two pathologists.

### Cell lines

Mouse melanoma cell lines were established from melanomas arising in transgenic mice in the laboratory as previously described^65^. The cell lines mutational landscape was determined by whole-exome sequencing. MDA-MB-435S, 624mel (often referred to as 501mel in the literature; 624mel cells are male), 888-Mel and Dauv-1 human melanoma cell lines were previously established in other laboratories^66–68^. The human breast cancer cell line MCF-7 was previously established^69^. The pGK-Luc2 vector was a gift from Catherine Tomasetto (IGBMC). In brief, the coding sequence of the luciferase reporter gene *luc2* (from *Photinus pyralis*) was amplified by PCR from the pGL4.50[luc2/CMV/Hygro] vector (Promega, E1310) and flanking XhoI restriction sites were added. The digested PCR fragment was subcloned into the SalI site of the pLENTI PGK Blast DEST vector (plasmid 19065, Addgen). 1057-luciferase melanoma cell lines were generated by infecting parental 1057 cells with pGK-Luc2 (LL#1231). Cells were selected using 4.5 µg ml^−1^ blasticidin for one week. Cell lines 1014 and 1181 Grpr and the corresponding controls were obtained after transfection of the murine Grpr/tGFP plasmid (1045, MG224721, Origene) and tGFP plasmid (1064, pCMV6-AC-GFP, Origene), respectively. The pSpCas9(BB)−2A-GFP (PX458) was a gift from Medhi Khaled (Institut Gustave Roussy). The annealed oligos corresponding to the gRNA sequences were ligated within the BsmbI (R0580, New England Biolabs) digested plasmid using Quick Ligase (M2200S, New England Biolabs). The oligos are listed in Supplementary Table 7. Mouse melanoma cells were transfected with either the plasmid targeting the 5′ side of the second exon or the plasmids targeting the 5′ and the 3′ side of exon 2 using lipofectamine 2000 (11668019, Invitrogen). Two days later, GFP-positive cells were sorted and one cell per well was seeded in 96-well plates. Cells were cultured until first passage when half of the cells were collected for DNA extraction. The status of *Grpr* was assessed by PCR. Transfection of β-catenin was performed using CMV::bcat* (777) or mock control (empty pcDNA3, 297). Cells were transfected with 2–4 µg of plasmid or 100 pmol of siRNA and lipofectamine 2000, following the manufacturer’s protocol. Transfected 1014 and 1181 cells were selected using 25 or 150 µg ml^−1^ geneticin, respectively. Then, 501mel-GRPR and 501mel-Ct were generated by infecting cells with the pLV-Hygro-CMV-Grpr-EGFP (LL1272, 1VB191126-1286xxe, Vector Builder) or pLV-Hygro-CMV-EGFP (LL1271b, VB191126-1289cfv, Vector Builder) plasmids, respectively. For siRNA knockdown, cells were transfected with 100 pmol siRNA (Supplementary Table 11) using Lipofectamine 2000 (Invitrogen) following the manufacturer’s instructions. Inducible piSMART shRNA plasmids (V3SM11253-231787949 for the shGrpr and VSC11655 for the non-targeting shRNA, Dharmacon) were infected in 1057 melanoma cells, and positive cells were selected using 1.2 µg ml^−1^ puromycin. Before experiments, cells were treated for three days with doxycyclin or mock. For CRISPR, the control was generated using 1.2 µg scramble gRNA + 6 µg Cas9-RFP and 1.2 µg 3′ gRNA + 6 µg Cas9-GFP, and CDH1 was generated using 1.2 µg 5′ gRNA + 6 µg Cas9-RFP and 1.2 µg 3’ gRNA + 6 µg Cas9-GFP. The gRNA and Cas9 constructs (ALT-R optimization) were obtained from Integrated DNA Technologies. Both RNP complexes were transfected into 888-Mel melanoma cells using lipofectamine CRISPRMAX (cmax00008, Invitrogen). GFP^+^/RFP^+^ cells were sorted the next day and cultured in phenol red-free media with 100 nM E2 for four days. The gRNA sequences are shown in Supplementary Table 9.

Murine and human melanoma cell lines were grown in Ham’s F12 medium and RPMI 1640, respectively, supplemented with 10% FCS (10270106, Gibco) and 1% PS. The breast cancer cell line MCF7 was grown in DMEM-F12 supplemented with 10% FCS and 1% PS. All cell lines were maintained at 37 °C in a humidified atmosphere with 5% CO_2_. Cells cultured without phenol red were supplemented with 2 nM glutamine. The genetic status and level of expression of key genes of these cell lines are presented in Supplementary Table 7.

### Whole-exome sequencing

We used 2 million mouse melanoma cells. The DNA was extracted using the DNeasy Blood and Tissues kit (69504, Qiagen). Library preparation was done using the SureSelect XT Mouse All Exon Kit (Agilent) followed by high-throughput sequencing on an Illumina NovaSeq 6000 instrument (Illumina). Analyses were performed with the European galaxy instance. We aligned the fastq to the mouse mm10 genome using BWA. Duplicates were removed using the MarkDuplicates (v.3.1.1.0) function from Picard. Tracks were visualized using IGV.

### Cell growth and clonogenic assay

Six-well tissue-culture plates were seeded with 3 × 10^5^ melanoma cells in complete medium. After 24 h, the medium was replaced by low-serum medium (0.5% for murine melanoma cell lines and 1% for human melanoma cells) and the cells were incubated for a further 18 h before stimulation with 10 nM GRP (4011670 bachem) and/or 1 µM RC (R9653, Sigma-Aldrich) for 48 h. The plates were trypsinized just after stimulation or 48 h later and the cells were counted. For the MTT assay, 10,000 cells were seeded per well in 96-well plates. After 24 h, cells were starved overnight and then treated with 10 nM GRP and/or 1 µM RC for 48 h in low-serum medium (0.5% FBS). Next, MTT (M5655, Sigma-Aldrich) was added to the wells to a final concentration of 0.5 mg ml^−1^ and the plates were incubated for 3 h. The medium was removed and formazan crystals dissolved in 200 µl DMSO. The absorbance was read at 570 nM using a LUMIstar Omega luminometer (BMG Labtech). All growth experiments were done using three technical replicates and three biological replicates. For the clonogenic assay, six-well tissue-culture plates were seeded with 500 cells in complete medium. After 10 days (20 days for 1181), colonies were fixed with 4% PFA for 15 min and stained with 10% crystal violet in ethanol for 20 min and counted in images using ImageJ software. Experiments were done in triplicate.

### Anoikis assay

Six-well plates were coated with poly-HEMA to prevent cell attachment to the well surface. Cells were seeded in low-serum medium containing 10 nM GRP and/or 1 µM RC. Then, 48 hours after cell seeding, cells were collected and washed with ice-cold PBS twice and resuspended in annexin V binding buffer (556454, BD Biosciences) and incubated at room temperature in the dark with 7-amino-actinomycin D (7-AAD, 559925, BD Biosciences) and annexin-V for 15 min. Annexin V was coupled to FITC (556420, BD Biosciences) for the 1057 and MDA-MB-435S cell lines and to PE (556421, BD Biosciences) for the other cell lines. Cells were sorted using a FACS LSRFortessa (BD Biosciences) to determine the percentage of annexin V- and/or 7-AAD-positive cells using a 488 nm laser for annexin V-FITC and annexin V-PE and a 675 nm laser for7-AAD. All quantification was performed using Flow-Jo.

### Matrigel invasion assay

Matrigel invasion assays were done in transwell plates with 8.0-µm pores (353097, Falcon) coated with 100 µl of 200 µg ml^−1^ Matrigel. Depending on the experiments, cells were seeded directly or 24 h after transfection in low-serum medium (0.5% FCS for murine cells and 1% for human cell lines) with 10 nM GRP, 1 µM RC-3095, and/or 1 µM IC 182,780, or in 10% FCS. Then, 24 hours after stimulation, inserts were washed with PBS and non-invading cells were removed. Cells in the inserts were fixed in methanol at −20 °C overnight. The inserts were rinsed and the membrane carefully removed using a sharp scalpel. The membrane was mounted in prolong glass DAPI (1.5 µg ml^−1^). Assays were performed in triplicate and automatic counting of invading cells was done using an Image/Fiji macro (10.5281/zenodo.14509394). Sequences of siRNAs are given in Supplementary Table 11.

### Western blot analysis

Whole-cell lysates were prepared and analysed as described previously^65^. The primary antibodies used were: E-cadherin (610182, BD Transduction Laboratories, dilution 1/1,000); ERα (MA1-27107, Invitrogen, dilution 1/500); YAP (14074, Cell Signaling, dilution 1/1,000); β-actin (A5441, Sigma, dilution 1/5,000); and vinculin (4650, Cell Signaling, dilution 1/5,000). All raw data are provided in Supplementary Fig. 1.

### Kinase assay

Serine/threonine and tyrosine kinase activity were determined using STK PamChips (87102 PamGene International). All assays were done according to the manufacturer’s protocol^70^. In brief, cells were seeded to 70% confluence and starved overnight the day after. Then, the medium was replaced by medium containing vehicle (0.1% DMSO) or 10 nM GRP and/or 1 µM RC and the cells incubated for 15 min. Cells were rinsed twice in PBS and then lysed in M-Per buffer (78503, ThermoFisher Scientific) containing Halt Phosphatase Inhibitor (78428, ThermoFisher Scientific) and Halt Protease Inhibitor (78437, ThermoFisher Scientific), both diluted 1:100. The lysates were immediately snap-frozen. Kinase activity was determined using Pamstation PS12 and 1 µg protein for the STK chips, according to the manufacturer’s protocol. The data were analysed using BioNavigator software (PamGene International), batch corrected using ComBat^71^ and normalized using VSN^72^. Kinase activity was assessed using the 2018 version of the UKA tool using basic parameters (Scan rank from 4 to 12, 500 permutations, 90% homology, equivalent weight for each database, minimal prediction score of 300). The UKA tool infers the active kinase from the differentially phosphorylated peptides using databases and predicted interactions (PhosphoNet database).

### IP1 detection

IP1 levels were quantified using the HTRF IP-one Gq detection kit (62IPAPEB, Revvity) following the manufacturer’s protocol. We treated 4,000 cells for 30 min at 37 °C in StimB buffer with 10 nM GRP, 1 µM RC-3095, 1 µM ICI-182,780 or DMSO. FRET signals (620 nm and 665 nm, excitation at 385 nm) were measured using a Clariostar plate reader (BMG Labtech).

### Immunofluorescence

Cells were seeded on coverslips and cultivated until 100% confluence was achieved. After 24 h of starvation in 0.5% FCS for murine melanoma cell lines and 1% FCS for human melanoma, the medium was complemented with 10 nM GRP and/or 1 µM RC for 1 h. Cells were fixed with 4% PFA for 15 min and blocked with 5% normal goat serum and 0.3% Triton X-100 in PBS. Cells were incubated overnight at 4 °C with anti-YAP D8H1X antibody (14074, cell Signaling, 1/100 dilution) in 1% BSA and 0.3% Triton X-100 followed by incubation for 1.5 h at room temperature with goat anti-rabbit Alexa fluor 594 (A-11012, Invitrogen, 1/500 dilution). Coverslips were mounted with Prolong Gold containing 1.5 µg ml^−1^ DAPI (P36934, Invitrogen). Images were acquired using an inverted SP8 Leica confocal microscope (Leica Microsystem). YAP1 localization was evaluated using ImageJ Software.

### Plasma stability assay

Each compound was diluted in mouse plasma to a final concentration of 1 μM and incubated at 37 °C for 2 h. The reaction was stopped by the addition of 2.5 volumes of ice-cold acetonitrile. Liquid chromatography–mass spectrometry was performed on the supernatant in multiple reaction-monitoring mode (LC–MS/MS). The percentage of the remaining test compound relative to that present at the start was determined by monitoring the peak area.

### Metabolic stability assay

Each compound was diluted to a final concentration of 1 µM in 100 mM phosphate buffer (pH 7.4) containing 0.5 mg ml^−1^ mouse liver microsomes, 1 mM NADPH regenerating system and 1 mM MgCl_2_ and incubated at 37 °C for 1 h. At various time points (0, 2, 10, 20, 40 and 60 min), one volume of ice-cold acetonitrile was added and the supernatants were analysed by LC–MS/MS. To obtain a stability curve, the percentage of remaining test compound at each time point was determined by monitoring the peak area. The half-life was estimated from the slope of the initial linear range of the logarithmic curve of the remaining compound (percentage) against time, assuming first-order kinetics.

### LC–MS/MS

Analyses were done on a Shimadzu 8030 LC–MS instrument. Chromatographic separations were done at 40 °C using a 2.6-µm C18 Kinetex column (50 × 2.1 mm; Phenomenex). The mobile phase flow rate was set to 0.5 ml min^−1^ and the following program applied for the elution: 0 min, 5% B; 0–1.2 min, 5–95% B; 1.2–1.4 min, 95% B; 1.4–1.42 min, 95-5% B; and 1.42–2.8 min, 5% B (solvent A, 0.05% formic acid in water; solvent B, acetonitrile). The injection volume was 1 µl. The mass spectrometer was interfaced with the liquid-chromatography system using an electrospray ion source. The nitrogen nebulizing gas flow was set to 1.5 l min^−1^ and the drying gas flow to 15 ml min^−1^. The interface voltage was set to 4,500 V. The temperature of the block heater was maintained at 400 °C and the desolvation line at 250 °C. Argon was used as the collision gas at 230 kPa. The transitions in positive mode were *m*/*z* 585.1 → 204.0, 221.0 for PD176252, and *m*/*z* 369.5 → 144.1, 110.1 for RC.

### ChIP–seq

Mouse melanoma cell lines were grown in normal medium until reaching 60 × 10^6^ cells at 70% confluency. Cells were fixed in 10 ml of 0.4% PFA for 10 min at room temperature. Crosslinking reactions were stopped by adding 1 ml of 2 M glycine (pH 8.0). Cells were resuspended in 1 ml PBS and sonicated until DNA was fragmented to an average of 400 bp. For H3K27ac ChIP–seq in mouse cell lines, 100 µg chromatin was then incubated for 4 hours at 4 °C with 40 µl protein G sepharose beads (17-0618-02, VWR Chemicals) blocked with tRNA from yeast (AM7119, Invitrogen) and BSA in ChIP dilution buffer. Supernatant was pipetted to a new tube and incubated overnight on a rotating wheel at 4 °C with 10 µg anti-H3K27ac antibody. The chromatin was incubated for 1 hour at 4 °C on a rotating wheel with 20 µl blocked protein G sepharose beads. The supernatant was removed and beads were washed with the ChIP low-salt buffer, twice with the ChIP high-salt buffer, twice with LiCl buffer and twice with TE buffer. Chromatin was eluted by incubating the beads twice with 250 µl elution buffer for 15 min on a rocking plate at room temperature. Then, 20 µl of 5 M NaCl was added to the chromatin and the mix was incubated at 65 °C overnight to reverse crosslinks. Proteins were degraded by incubating the chromatin with 10 µl TrisHCl (pH 6.8), 10 µl of 0.5 M EDTA and 20 µg proteinase K for 1 hour at 42 °C. DNA was extracted adding 500 µl phenol:chloroform (1:1, pH 7–8) followed by extraction of the supernatant with 500 µl chloroform. The supernatant was removed and DNA was precipitated by adding 50 µl of 3 M sodium acetate, 15 µg Glycoblue and 1 ml ethanol, and incubated at 4 °C for 4 hours. Pellets were washed with ethanol (70%), dried and finally resuspended in 25 µl water. ChIP-buffer compositions are detailed in Supplementary Table 12. Libraries were prepared from input and immunoprecipitated DNA using the Illumina TruSeq ChIP library preparation kit, according to the manufacturer’s protocol. In brief, 2–3 ng of DNA was subjected to subsequent steps of end-repair, dA-tailing and ligation of TruSeq RNA UD index Illumina adapters. After a final PCR amplification step (15 cycles), the 13 resulting bar-coded libraries were equimolarly pooled and quantified using a qPCR method (KAPA library quantification kit, Roche). Sequencing was done on a NovaSeq 6000 instrument from Illumina using paired-end 2 × 100 bp, to obtain around 60 million clusters (120 million raw paired-end reads) per sample. Raw files were uploaded on the European instance of galaxy (usegalaxy.eu) for further processing^73^. Reads were aligned to the GRCm38 mm10 reference genome using bowtie2 (ref. ^74^). The same analysis process was used for the following raw ChIP–seq files from the literature, downloaded from GEO: ERα in mouse uterus (GSM894054; ref. ^75^); β-catenin in nephron progenitor cells (GSM980186; ref. ^76^); H3K27ac in MCF7 (GSM2175784; ref. ^77^); ATAC-seq (GSM2645717; ref. ^78^); ERα in MCF7 (GSM798434; ref. ^79^); and β-catenin in hESC (GSM1579346; ref. ^80^). For human ChIP–seq, reads were aligned against the human GRCh38 hg38 genome. The 3D chromatin interactions were downloaded from GSE207828 (ref. ^81^) for mouse and from ENCODE^82^ (www.encodeproject.org, accession number ENCFF804SET) and ref. ^83^ for human. All ChIP–seq alignments and genome interactions were visualized using IGV. ChIP–seq data were annotated using chipseeker^84^.

### Pharmacological targeting of ERα

For hormone depletion, FCS was stripped using the dextran-coated charcoal method. In brief, Norit activated charcoal (C6241-5G, Sigma-Aldrich, final concentration of 0.25%) and Dextran T-70 (31390, Sigma-Aldrich, final concentration of 0.0025%) in 0.25 M sucrose/1.5 mM MgCl_2_/10 mM HEPES (H4034, Sigma-Aldrich), pH 7.4, were incubated overnight at 4 °C. The volume equivalent to the volume of the FCS to strip was pipetted into a new 50 ml tube and centrifugated at 500*g* for 10 min to remove the supernatant. The FCS was incubated with the activated charcoal for 12 h at 4 °C. The treated FCS was then filtered through a 0.22-µM pore filter to ensure sterility and mixed with the appropriate phenol red-free medium and PS. Cells were collected using phenol red-free trypsin and starved for oestrogen using phenol red-free/10% stripped FCS for four days. Cells were then stimulated with β-oestradiol (2824, Tocris Bioscience) or ICI 182,780 (1047, Tocris Bioscience) for 72 h in phenol red-free/5% stripped FBS.

### Statistical analysis

Cell culture-based experiments were performed in at least biological triplicates and validated three times as technical triplicates. The significance of the effects was calculated using the Mann–Whitney test or Student’s *t*-test for the comparison of two groups for non-parametric or parametric situations, respectively. When more than two groups were compared, Kruskal–Wallis or ANOVA was used, according to the parametricity of the data. After each Kruskal–Wallis or ANOVA test, results were adjusted for multiple comparisons using the Dunn and Tukey adjustments, respectively. Categorical data were compared using Fisher’s exact test when two groups were compared or, otherwise, a Chi-squared test. The significance of the difference between Kaplan–Meier curves was calculated using a log-rank test. Data are represented as mean ± s.d. unless otherwise indicated in the figure legend. All *P*-values are reported as computed by Prism 10. *P* < 0.05 was considered significant; NS, not significant; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-09111-x.

## Supplementary information

Supplementary Fig. 1 Original source images for all data obtained by electrophoretic separation. Data are organized b figure, with all replicates included. The data displayed in each Figure and Extended Figure are indicated with red boxes.

Reporting Summary

Supplementary Tables Supplementary Tables 1–12

Peer Review File

## Source data

Source Data Figs. 1, 2, 3, 4 and 5, and Source Data Extended Data Figs. 1, 2, 3, 4, 5, 6, 7, 9 and 10.

## Data Availability

All sequencing data generated with this manuscript were deposited on the relevant platform. RNA-seq and ChIP–seq data were deposited on GEO at the National Center for Biotechnology Information under the SuperSeries GSE218588. That includes: mouse tumour RNA-seq with accession number GSE218532; mouse cell line RNA-seq with accession number GSE218586; and human cell line data with accession number GSE218530. The ChIP–seq data are available with accession number GSE237500. Whole-exome sequencing of the mouse melanoma cell lines are available from SRA at bioproject PRJNA904253 (https://dataview.ncbi.nlm.nih.gov/object/40767225). Kinase-assay raw data were deposited on Mendeley at 10.17632/nwkpyr2nmh.1. The following datasets from the literature were used: ChIP–seq of ERα in mouse (GSM894054) and human (GSM798434), of β-catenin in mouse (GSM980186) and human (GSM1579346) and H3K27Ac in human MCF7 (GSM2175784). ATAC-seq data from the MCF7 cell line originate from GSM2645717. The 3D chromatin interactions were downloaded from GSE207828 for mouse and from ENCODE ENCFF804SET (https://www.encodeproject.org/experiments/ENCSR549MGQ/) and GSE52457 for human. Expression data from acral melanoma are from GSE190113. TCGA datasets were accessed through TCGABiolinks or CBioPortal (https://www.cbioportal.org/). All data have been aligned to the human reference genome GRCh38 (hg38 gencode 42 version GRCh38.p13) and the mouse reference genome mm10 gencode 13 version GRCm38.p5. All other data are available from the corresponding author upon reasonable request. Source data are provided with this paper.

# Supplementary material for: Targeting GRPR for sex hormone-dependent cancer after loss of E-cadherin
**Source:** Nature. 2025 Jun 11;643(8072):801–9. doi: 10.1038/s41586-025-09111-x
**Supplement:** Supplementary file 1 — Original source images for all data obtained by electrophoretic separation. Data are organized b figure, with all replicates included. The data displayed in each Figure and Extended Figure are indicated with red boxes.

---

**Supplementary information**

---

**Targeting GRPR for sex hormone-dependent cancer after loss of E-cadherin**

---

In the format provided by the  
authors and unedited

Blots used in figures are indicated with a red square

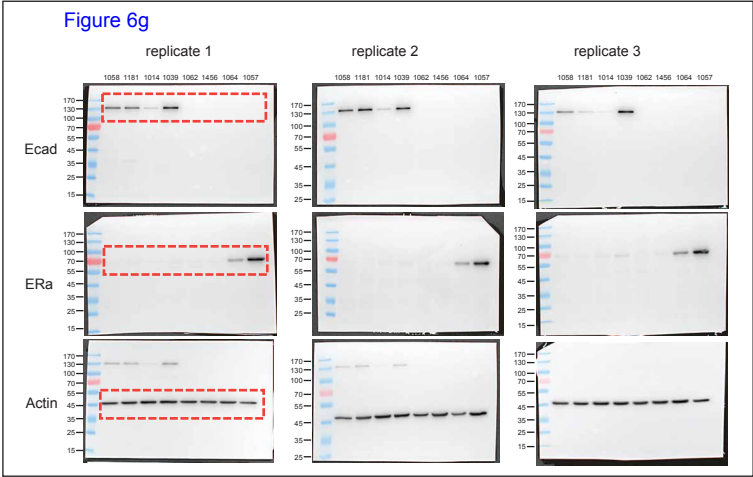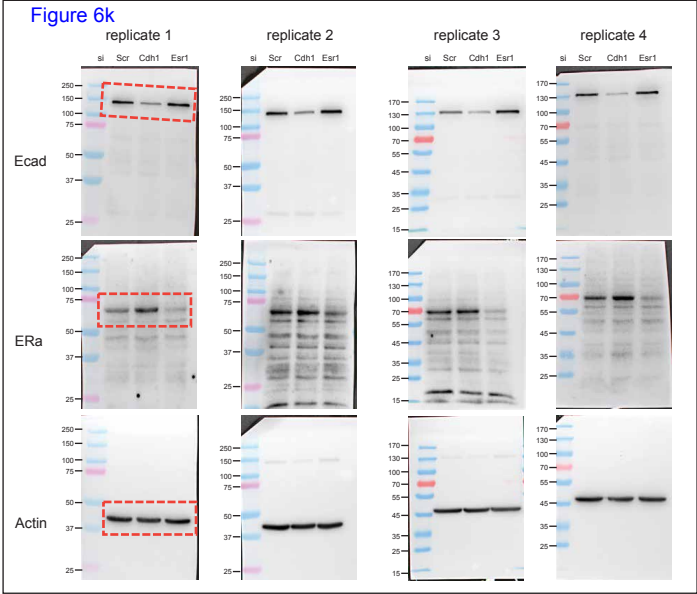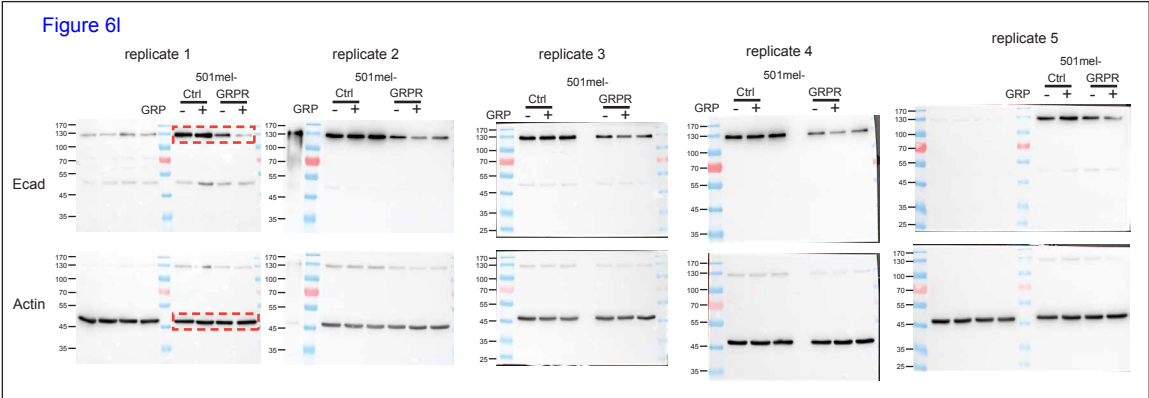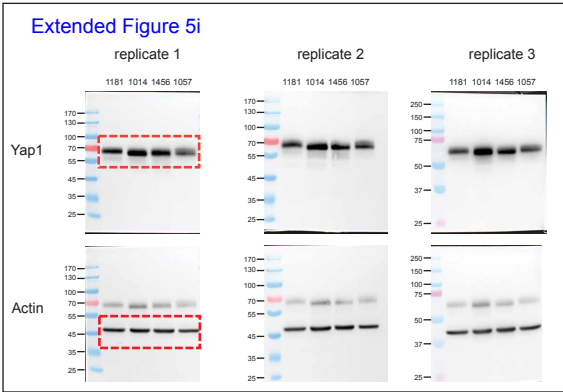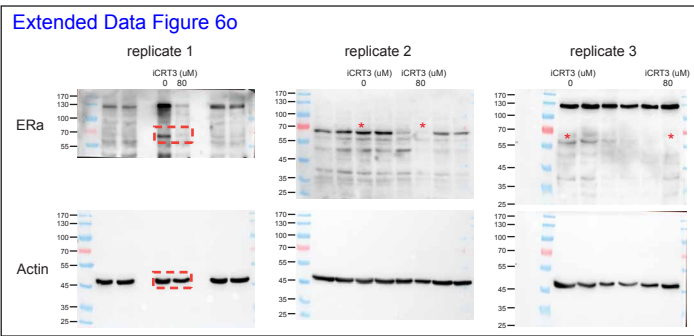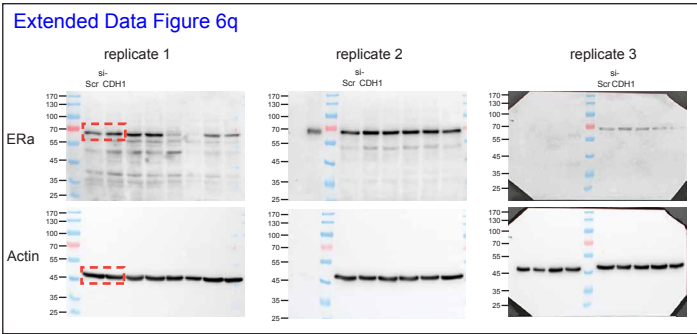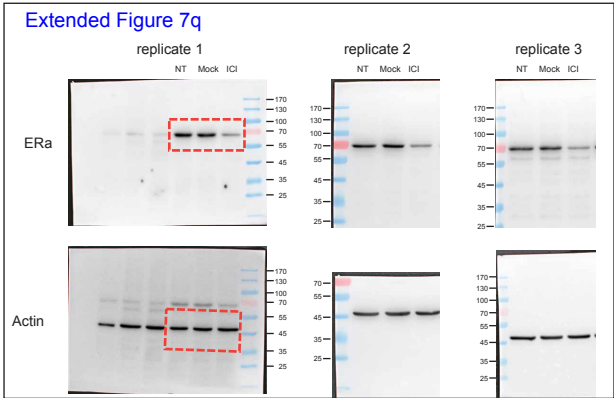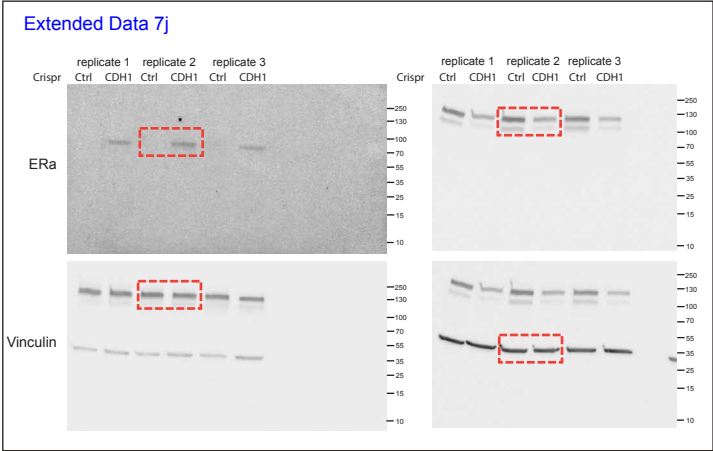

Supplementary Figure 1

How the deposited data were processed for this re-analysis (not part of the article)

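RNA was measured by RNA-seq in 72 libraries of 6 mouse melanoma lines: 1057 and 1064, which express Grpr, 1181 and 1014 transduced with Grpr (1181-Grpr and 1014-Grpr), and the same lines with a control vector (1181-Ctrl and 1014-Ctrl). Each line received mock treatment, GRP, RC, or GRP and RC, with 3 replicates of each, and lines, treatments and replicate numbers were taken from the sample labels. The paper describes polyA-selected, strand-specific paired-end libraries, aligned with STAR to GRCm38 with GENCODE annotation. The human lines of the paper were not analysed here.

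The authors deposited raw counts, the number of reads counted per gene and library without normalization. The authors also deposited TPM values, which were used as an alternative only. In the authors' TPM table the 12 columns of 1057 are written with a decimal comma, another number format than in the other columns, and the comma was read as a decimal point. The ratio of TPM to counts was checked on 7986 genes and had a median spread of 0.0441% between libraries. The count table lists 50600 genes, of which 99.6% were found in GENCODE release 21 for the mouse, used for positions and overlaps. The paper names an earlier release, so exon overlaps may differ slightly from those the authors counted on.

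Library totals ranged from 19512882 to 46862053 counted reads. A count of 3 was taken as the floor, at most 0.154 CPM of the raw total. Other CPM values are normalized by TMM, within each line for the genes compared between treatments and over all 72 libraries for the checks of labels. Reads carry no molecular identifiers, so floors cover counting error only. The 10 most counted genes held between 5.4% and 7.7% of the counts. No pair of replicates differed by as little as the sampling noise, the smallest chi-square per degree of freedom being 2.556, so no replicate is a copy of another replicate of the same line and treatment. Libraries of different lines or treatments were not compared in this way.

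Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and the plot used matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr, normalized by TMM and tested with the quasi-likelihood test in one fit per line. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. The contrasts were GRP, RC and GRP+RC against mock, GRP+RC against GRP, and the difference of the GRP effect between the Grpr and control versions of 1181 and of 1014. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Scores are the average over the listed genes of the TMM-normalized CPM divided by the mock mean of the line. The paper's methods give the genes of the scores, but state an average of fold changes for the Yap score only. That average was used here for every score. Scores were tested with fry, adjusted over the 6 lines, and over lines by exact permutation within lines of the mean log2 values with a pseudocount of 1, two-sided. Gene lists were tested with fgsea on signal-to-noise ratios of counts scaled by DESeq2, with 1000 permutations and a seed of 7. In these ratios each standard deviation was raised to at least a fixed share of its group mean. A list passed at an absolute NES above 1.7 and an adjusted p under 0.05. The paper's signatures were not used here. The lists of YAP/TAZ targets and PKC-responsive genes were written from general knowledge.

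The steps were tested on simulated data with 200 changed genes per line. The changes were larger than the threshold for calls, in genes above the floor, and the libraries shared no replicate effect. edgeR recovered 100% in 1057, 89% in 1064, 86.5% in 1181-Grpr, 99% in 1014-Grpr, 89.5% in 1181-Ctrl and 95.5% in 1014-Ctrl, with 1 to 9 false calls. DESeq2 recovered 91% to 100% with 0 to 33 false calls, and the differences of GRP effects 83.1% to 96.5% with 3 to 13. Raised lists of 20 genes had an NES from 2.21 to 2.79 and unchanged lists an absolute NES from 0.624 to 1.33.

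Replicates that share a number were not stated to be paired, so the replicate number entered only an alternative fit, as a block. The pairing rests on the numbers in the labels alone. The correlation between same-numbered replicates was 0.023 in 1057, 0.733 in 1064, 0.404 in 1181-Grpr, 0.468 in 1014-Grpr, 0.792 in 1181-Ctrl and 0.312 in 1014-Ctrl.

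Genes named in the text were set by a rule. It takes every gene the paper names for these lines or scores, the 10 genes with the largest mean change among those called in all 4 GRPR-expressing lines or, failing 10, in at least 3, the 3 called genes with the largest change for RC and GRP+RC, and Xist and 4 Y-linked genes as label checks. Some genes that the rule takes are not reported. The alternatives were DESeq2, no filter on low counts, the adjusted p alone, one fit of all 72 libraries, the replicate block, each replicate left out, a geometric mean, the authors' TPM, another pseudocount and another ranking. Leaving out 2 libraries whose sex-linked genes went against their labels, with and without the block, was chosen after the data were seen, as were the anoikis-resistance score without Cd36, the count over at least 3 lines, the contrast of GRP+RC against GRP over all genes and the comparison of Grpr between lines. No library was left out of the values given at the claims.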

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

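The reading of the DESeq2 fits, planned as an alternative, as tests of scaling, and the tests of the most counted genes, of mislabelled libraries, of RC acting as GRP does and all tests on Xist and the genes of the 1014 lines were chosen only after the result was seen, as was the comparison of Grpr between lines itself; the other tests were chosen before.

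The effect of GRP differed between 1014-Grpr and 1014-Ctrl in 553 of 14204 genes (edgeR's quasi-likelihood test of the difference with Benjamini-Hochberg adjustment). Without the library labelled 1014-Ctrl mock replicate 2, whose sex-linked genes go against its label, 430 genes were called. With every library thinned to 19512882 reads, 510 were called, and with DESeq2 605. The 10 most counted genes held at most 7.75% of a library. The median log2 difference of the longest genes less that of the shortest was 0.05, over the 14175 genes with a known length. None of these technical explanations accounts for the difference. Of the 16 splits of the libraries within the lines, 1 gave as many genes, the real one, a share that the design cannot bring under 0.05. The 3 splits that exchange only 1014-Ctrl libraries gave 542, 544 and 545 genes, and the other 12 gave 0. The count therefore rests on the response in 1014-Grpr, and a difference due to chance in the grouping cannot be ruled out by so few splits. The difference may follow from the presence of GRPR, which is a hypothesis found and tested on the same data.

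Between 1181-Grpr and 1181-Ctrl the same test called 0 of 15041 genes, with 58 at an unadjusted p under 0.05, and all 16 of the 16 splits gave as many. Data without any effect would give more than 58, so the test was conservative and does not show that these lines responded alike.

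The change of Grpr mRNA itself after GRP differed between lines. It fell in 1057 and 1064, which express their own Grpr, and rose in 1181-Grpr and 1014-Grpr, and the difference of the mean log2 fold changes was -2.75 (standard error 0.759, adjusted p = 0.0275 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the authors' TPM, on the log2 scale with 1 added, the difference was -2.66, so the TMM scaling does not account for it. With every library thinned to the smallest total it was -2.62. CPM values are already divided by the library total, so thinning could hardly move this difference and does not test library size. A candidate explanation is that the promoter of the introduced Grpr responds to GRP. From GRP to GRP+RC, Grpr changed by -1.30 on the log2 scale in 1014-Grpr, as such a promoter would give, but a response of the transcript itself would give the same, so the pattern cannot be told apart from that explanation.

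RC alone changed 126 genes in 1057, 115 higher and 11 lower, of 14195 tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a contrast for which the paper's text gives no RNA-seq result. Bcl6b and C5ar1 were among them, with no count in the mock libraries. Nr4a3 had a log2 fold change of 3.46 (adjusted p = 2.27e-13) and Stc1 of 3.11 (adjusted p = 3.63e-15). In the other lines 0 genes were called for RC, with 129 at an unadjusted p under 0.05 in 1064, 33 in 1181-Grpr, 161 in 1014-Grpr, 39 in 1181-Ctrl and 694 in 1014-Ctrl, and a difference between lines was not tested. Of the 4 splits of the libraries of 1057, 1 gave as many genes, the real one. DESeq2 gave 89 genes, so scaling does not account for the count. Thinned libraries gave 126, but the median totals, 35232961 for mock and 36247328 for RC, are too alike for thinning to test library size. The totals ran from 35067668 to 36165848 in mock and from 30085078 to 36679667 in RC. Without replicate 3, which holds the smallest RC total, 106 genes were called. Totals this alike argue against library size as the cause of these calls. If chance deviations of the mock libraries had made it, the genes would not move together elsewhere, but 87.8% of the 90 tested in 1064 moved in the same direction under RC. That share was 59.1% of the 66 tested in 1181-Grpr, and in the lines without GRPR 65.5% in 1181-Ctrl and 68.5% in 1014-Ctrl. RNA of GRP-treated cells in the RC libraries would leave few genes changed more under RC than under GRP, and 25 of the 126 were. But these genes were chosen for their change under RC, and errors of estimation alone can give such a count. The pattern therefore cannot be told apart from RNA of GRP-treated cells in the RC libraries. RC may act in part as GRP does, since 98.4% of the genes moved in the same direction under GRP in 1057, though both contrasts use the same mock libraries. The lower of the shares moving in that direction under RC in 1064 and 1014-Grpr was 66.1%, close to the lines without GRPR, so this explanation was neither borne out nor excluded.

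Xist stood at a median of 210 CPM, from 192 to 251, in 11 libraries labelled 1181-Grpr, while in 1181-Ctrl, from the same line, it lay between 0.0282 and 0.639 CPM. Y-linked Ddx3y was also counted in these 11 libraries, at a median of 58.7 CPM. Genes counted in 1014-Ctrl and not in 1181-Ctrl, 81 in all, stood in 1181-Grpr at a median of 0.317 of their 1014-Ctrl level, and genes counted in 1181-Ctrl and not in 1014-Ctrl, 121 in all, at 0.628 of their 1181-Ctrl level. A change of the genes in the 1181 cells themselves would leave the second set near 1, and it did not. A single mislabelled library would stand out, but the largest median share among the 11 was 0.325 and the lowest 0.302. Genes counted in 1057 or 1064 alone stood at 0.00172 and 0.00186. The shares are consistent with RNA from 1014 cells in the 1181-Grpr libraries, a hypothesis found and tested on the same data. Whether the cells or the RNA were mixed was not tested, and the response in these libraries cannot be assigned to 1181 cells alone.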

How the results depend on the processing

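The alternatives were set before the data were examined, except those that leave out the 2 libraries whose sex-linked genes go against their labels, the counts over at least 3 lines, the counts of GRP+RC against GRP, the comparison of Grpr between lines, and the anoikis-resistance score without Cd36, which were chosen after the data were seen. Calls are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another test is named. The cause of the changes below was not tested, except for the calls of 1014-Ctrl in one fit of all libraries.

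Over 70 results other than single genes, 555 values under alternatives were computed: 462 kept their direction and their side of the threshold or stayed within 1.5 times the count, 7 were weaker, 10 stronger, 54 moved and 22 reversed. For single genes, 294 of 339 values of 45 results did not change, 14 were weaker, 20 stronger and 11 reversed. In 1057, the count of genes after GRP stayed between 903 and 915 with each replicate left out.

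With DESeq2's size factors and Wald test, the calls were 499 for GRP in 1064, 41 for GRP+RC against mock in 1014-Grpr, and for GRP+RC against GRP 62 in 1057 and 64 in 1064. With the adjusted p alone, the calls were 7462 in 1057, 880 in 1064 and 3986 in 1014-Grpr for GRP, 6282 in 1057 and 130 in 1014-Grpr for GRP+RC against mock, 3448 in 1057 for RC, 3501 in 1057, 4 in 1064 and 1616 in 1014-Grpr for GRP+RC against GRP, 1929 for the difference between 1014-Grpr and 1014-Ctrl, and 549 in at least 3 lines. Without the filter on low counts, the calls were 46 for GRP+RC against mock and 1 for RC in 1014-Grpr and 12 for GRP+RC against GRP in 1064, and the NES of the YAP/TAZ list in 1181-Grpr was 1.59.

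In one fit of all 72 libraries, the calls for GRP were 682 in 1064 and 392 in 1014-Ctrl, for GRP+RC against mock 265 in 1057, 5 in 1064, 12 in 1014-Grpr and 392 in 1014-Ctrl, for RC 15 in 1057 and 394 in 1014-Ctrl, for GRP+RC against GRP 7 in 1057, 132 in 1064 and 148 in 1014-Grpr, and 112 in at least 3 lines. Ccn2 in 1181-Ctrl reversed to 0.00. The calls of 1014-Ctrl were 0 without the 2 libraries, with 171 at an unadjusted p under 0.05 for GRP.

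With the replicate number as a block, the calls were 900 for GRP in 1064, 85 for GRP+RC against mock and 1 for RC in 1014-Grpr, 266 for GRP+RC against GRP in 1064, and 134 in at least 3 lines. The correlation of same-numbered replicates was 0.733 in 1064, 0.404 in 1181-Grpr, 0.468 in 1014-Grpr and 0.312 in 1014-Ctrl. The YAP1 score in 1064 was 12.3 and its ratio of GRP+RC to GRP 0.173, both now past 0.05, and the invasive score in 1181-Grpr was 1.53, also past 0.05. The anoikis-resistance score in 1064 reversed to 1.02, the YAP1 score in 1014-Ctrl to 1.04 and Ccn1 in 1014-Ctrl to -0.01.

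Without the 2 libraries, the invasive score in 1181-Grpr was 1.64 with an adjusted p of 0.0267 by fry, in a range from 0.0084 to 0.359 over the alternatives. These reversed: the invasive score in 1014-Ctrl to 0.973, the YAP1 and invasive scores over the control lines to -0.017 and -0.002, the NES of the YAP/TAZ list in 1014-Ctrl to 0.897, and Ccn1 and Cdh1 in 1014-Ctrl to -0.17 and 0.38. With the block as well, where same-numbered replicates of 1181-Grpr had a correlation of 0.404, the calls were 16 for GRP and 6 for GRP+RC against GRP in 1181-Grpr, 139 in at least 3 lines and 4 in all 4 lines, the invasive score in 1181-Grpr was 1.53 and past 0.05 by fry, the YAP1 score there was 1.30 and not past it, the invasive score in 1014-Ctrl reversed to 0.948 and its ratio of the YAP1 score with GRP+RC to that with GRP to 0.995, and Ccn1 and Cdh1 in 1014-Ctrl reversed to -0.19 and 0.16.

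Without Cd36, the anoikis-resistance score in 1057 was 1.22, against 3.65 with it. With a geometric mean, the anoikis-resistance score in 1181-Grpr reversed to 0.953. With the authors' TPM it reversed to 0.976 in 1014-Grpr, and the invasive score in 1181-Grpr was 1.65, past 0.05. Ranked by the signed square root of F, the NES of the YAP/TAZ list in 1057 was 1.66.

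With each replicate left out in turn, the calls ranged from 0 to 333 for GRP in 1064, where the fits with 0 had 2136 and 1935 at an unadjusted p under 0.05, from 280 to 335 for the difference between 1014-Grpr and 1014-Ctrl, from 136 to 191 for GRP+RC against GRP in 1014-Grpr, from 0 to 3 for GRP+RC against mock in 1014-Grpr, with 960 at an unadjusted p under 0.05 in the fit with 0, and from 0 to 2 in 1064, with 132 and 87. They were 0 to 0 for GRP+RC against GRP in 1064, with 871 to 1195 at an unadjusted p under 0.05, and from 0 to 65 in at least 3 lines. The YAP1 score after GRP ranged from 6.57 to 8.85 in 1064, 10.8 to 16.2 in 1014-Grpr and 0.97 to 1.02 in 1014-Ctrl, and its ratio of GRP+RC to GRP from 0.121 to 0.148 in 1014-Grpr and 0.995 to 1.08 in 1014-Ctrl. In 1014-Grpr both were no longer past 0.05 by fry without replicate 3, nor was the invasive score. The invasive score ranged from 16.4 to 23.2 in 1014-Grpr, 1.31 to 1.81 in 1181-Grpr and 0.954 to 1.19 in 1014-Ctrl. In 1064 the invasive score ranged from 7.52 to 13.7, with an adjusted p by fry from 0.00716 to 0.0296. The anoikis-resistance score ranged from 0.933 to 1.06 in 1064, 0.949 to 1.1 in 1181-Grpr and 0.964 to 1.13 in 1181-Ctrl. Over the control lines, the log2 differences ranged from -0.012 to 0.018 for the YAP1, -0.008 to 0.017 for the anoikis-resistance and -0.012 to 0.124 for the invasive score. The NES ranged from 1.38 to 1.97 in 1181-Grpr and -1.44 to 0.967 in 1014-Ctrl for the YAP/TAZ list, and from -0.552 to 2 in 1181-Ctrl and -1.83 to -1.1 in 1014-Ctrl for the PKC list. For the PKC list the lowest adjusted p by permutation was 0.00756 in 1181-Ctrl and 0.00759 in 1014-Ctrl, so both passed 0.05 in a fit. Single genes that reversed were Ccn2 in 1181-Ctrl, from -0.02 to 0.01, Cdh1 in 1181-Grpr, from -0.12 to 0.09, Ccn1 in 1014-Ctrl, from -0.14 to 0.16, and Cdh1 in 1014-Ctrl, from -1.94 to 0.17.

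Depth limits genes near the floor of 3 counts, such as Cd36 in mock-treated 1057 cells, for which no fold change is given. Neither depth nor small changes can be excluded as the limit in 1181-Grpr, where no gene was called. The 86.5% recovered in data simulated from that line holds for changes larger than the threshold for calls. The simulated genes lay above the floor, and the simulated libraries shared no replicate effect. The genes called higher in at least 2 other GRPR-expressing lines changed in 1181-Grpr by a median log2 fold change of 0.12.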

Differences from the paper's values

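The NES of the YAP1 activation signature in 1057 after GRP was 1.85, against the paper's about 2.2 in Fig. 4k, read by eye. The list of genes used here was not the paper's signature. None of the alternatives set before the data were examined closed the gap, with values of 1.66 for another ranking, 1.99 without the filter on low counts, 1.82 with the replicate block and 1.76 to 1.85 with each replicate left out.

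The paper states that YAP1 scores rose in GRPR-expressing cells. In 1181-Grpr the score rose to 1.34 with an adjusted p of 0.40 by fry, and no setting passed 0.05, the lowest adjusted p by fry being 0.0868. That lowest value came with 2 libraries whose sex-linked genes go against their labels left out and the replicate block, where same-numbered replicates had a correlation of 0.404, a setting chosen after the data were seen. In that setting 16 genes were called after GRP in 1181-Grpr, and Ccn1, a gene of the score, had an adjusted p of 0.002 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range up to 1 over the alternatives. In 1064 it rose to 7.42 with an adjusted p of 0.0706 by fry, and it passed 0.05 with the replicate block, at 12.3, where same-numbered replicates had a correlation of 0.733, and without replicate 1, at 7.07.

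The paper names anoikis resistance among the pathways activated in GRP-stimulated lines. The anoikis-resistance score after GRP was 3.65 in 1057, or 1.22 without Cd36, which was tested in 1057 only, and it was 0.983 in 1064, 1.01 in 1181-Grpr and 1.05 in 1014-Grpr, with an adjusted p of 0.90 by fry in each of these 3. No setting passed 0.05 in these 3 lines.

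The paper states that RC blocked YAP1 activation. The ratio of the YAP1 score with GRP and RC to that with GRP was 0.224 in 1064, with an adjusted p of 0.219 by fry, and it passed 0.05 with the replicate block, at 0.173, where same-numbered replicates had a correlation of 0.733. In 1181-Grpr it was 0.826, with an adjusted p of 0.60 by fry, and no setting passed 0.05.

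The paper states that GRPR activation represses Cdh1, citing among other figures a western blot of E-cadherin in a human melanoma line. The values here are of mRNA after 4 h in mouse lines, so they do not test that blot. The libraries labelled 1181-Grpr may also hold RNA of 1014 cells, which differ in Cdh1. The median of Cdh1 was 18.1 CPM in 1181-Ctrl and 4.1 CPM in 1014-Ctrl, without the library that goes against its label. The log2 fold change of Cdh1 after GRP was -0.002 in 1181-Grpr and -0.86 in 1014-Grpr (adjusted p = 1 and 0.173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block, Cdh1 in 1014-Grpr, where same-numbered replicates had a correlation of 0.468, changed by -0.80 with an adjusted p of 0.00126, the lowest of a range up to 0.417 over the alternatives.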

Other observations

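The tests of the labels of the 2 libraries and the splits for the NES were chosen only after the result was seen; the other splits and the fit of all libraries without these 2 were chosen before.

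In the library labelled 1014-Ctrl mock replicate 2, on a scale normalized by TMM over all 72 libraries, Ddx3y stood at 64.3 CPM, Grpr at 48.1 CPM, Cdh1 at 22.7 CPM and Xist at 172 CPM, while the other 11 libraries of 1014-Ctrl had no Ddx3y count and Xist between 582 and 1060 CPM. In it, genes counted in 1014-Ctrl and not in 1181-Ctrl stood at a median of 0.313 of their 1014-Ctrl level, near the 0.302 to 0.325 of the libraries labelled 1181-Grpr. In the library labelled 1181-Grpr GRP+RC replicate 2, no Ddx3y or Grpr was counted, Xist stood at 796 CPM, and the same genes stood at 0.99 of their 1014-Ctrl level. These shares are consistent with the labels of the 2 libraries having been exchanged, a hypothesis found and tested on the same data. Neither library was moved to another group. In one fit of all 72 libraries, 392 genes were called lower after GRP in 1014-Ctrl, and without the 2 libraries 0 were called, with 171 at an unadjusted p under 0.05, so that count may come from the mock library alone.

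The libraries of a contrast were split in other ways that, as the real split does, keep same-numbered replicates in different groups. A line has 4 such splits, so a share under 0.05 is out of reach there. For GRP against mock, 1 of the 4 splits, the real one, gave as many called genes in 1057, 1064 and 1014-Grpr, and the others gave 0. The same held for GRP+RC against mock in 1057 and 1014-Grpr, for RC against mock in 1057, and for GRP+RC against GRP in 1057, 1064 and 1014-Grpr. Wherever the real split gave 0 genes, all 4 of the 4 splits did. The count of genes called in at least 3 GRPR-expressing lines was reached in 3 of 100 splits, and the 2 others exchange libraries of 1181-Grpr only, where no gene was called. The count over all 4 lines was 0 in 100 of 100 splits. The NES of the YAP/TAZ target list was as large in 1 of 4 splits in 1057, 2 in 1064, 1 in 1181-Grpr, 2 in 1014-Grpr, 3 in 1181-Ctrl and 4 in 1014-Ctrl. The NES of the PKC-responsive list was as large in 2 of 4 splits in 1057, 1 in 1064, 1 in 1181-Grpr, 2 in 1014-Grpr, 2 in 1181-Ctrl and 2 in 1014-Ctrl. The splits other than the real one keep most GRP libraries together, so part of a treatment effect stays in them.

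Grpr (ENSMUSG00000031364) lies on chromosome X from 163513904 to 163549677. In mock-treated cells it stood at 245 ± 1.84 CPM (SD, n = 3) in 1057, 891 ± 226 CPM (SD, n = 3) in 1064, 12.5 ± 5.59 CPM (SD, n = 3) in 1181-Grpr and 127 ± 16.4 CPM (SD, n = 3) in 1014-Grpr. After GRP, Grpr had a log2 fold change of -0.40 in 1057, -1.01 in 1064, 1.97 in 1181-Grpr and 2.10 in 1014-Grpr (adjusted p = 3.77e-08, 0.00788, 1 and 7.52e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives the adjusted p of Grpr ranged from 3.39e-27 to 0.827 in 1057 and from 2.26e-07 to 0.439 in 1064. It ranged from 8.19e-10 to 1 in 1181-Grpr and from 9.94e-30 to 0.0673 in 1014-Grpr. The lowest in 1181-Grpr, where same-numbered replicates had a correlation of 0.404, came with 2 libraries left out and the replicate block, chosen after the data were seen. In 1181-Ctrl no library held more than 2 counts of Grpr.

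After GRP, Cdh1 had a log2 fold change of -1.42 in 1014-Ctrl (adjusted p = 0.698 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where the library labelled mock replicate 2 holds 22.7 CPM. In 1057 and 1064 no library held more than 3 counts of Cdh1. Esr1 changed by 0.11 in 1057 (adjusted p = 0.134) and -0.41 in 1064 (adjusted p = 0.24). With the replicate block, where same-numbered replicates of 1064 had a correlation of 0.733, Esr1 had an adjusted p of 0.00501 in 1064, in a range up to 0.547 over the alternatives. Pgr in 1057 went from 0.835 ± 0.0266 CPM (SD, n = 3) to 1.58 ± 0.264 CPM (SD, n = 3), and no library of 1057 held more than 7 counts of Gper1 or 1 of Esr2.

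Yap1 mRNA changed after GRP by a log2 fold change of -0.18 in 1057, -0.23 in 1064, -0.03 in 1181-Grpr and -0.04 in 1014-Grpr, and Wwtr1 mRNA, which encodes TAZ, by 0.22, 0.18, 0.12 and 0.86 in the same lines. The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 4.09e-05, 0.272, 1 and 0.636 for Yap1 and 8.56e-06, 0.459, 1 and 2.08e-05 for Wwtr1. With the replicate block, where same-numbered replicates of 1064 had a correlation of 0.733, the adjusted p in 1064 was 0.00735 for Yap1 and 0.00621 for Wwtr1, in ranges up to 0.629 and 0.786 over the alternatives. In 1057 the adjusted p over the alternatives reached 0.0287 for Yap1 and 0.42 for Wwtr1.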
